# Cerebellar Transcriptomic Analysis in a Chronic plus Binge Mouse Model of Alcohol Use Disorder Demonstrates Ethanol-Induced Neuroinflammation and Altered Glial Gene Expression

**DOI:** 10.3390/cells12050745

**Published:** 2023-02-25

**Authors:** Kalee N. Holloway, Marisa R. Pinson, James C. Douglas, Tonya M. Rafferty, Cynthia J. M. Kane, Rajesh C. Miranda, Paul D. Drew

**Keywords:** AUD, astrocyte, microglia, oligodendrocyte, neuroinflammation, transcriptomics

## Abstract

Alcohol use disorder (AUD) is one of the most common preventable mental health disorders and can result in pathology within the CNS, including the cerebellum. Cerebellar alcohol exposure during adulthood has been associated with disruptions in proper cerebellar function. However, the mechanisms regulating ethanol-induced cerebellar neuropathology are not well understood. High-throughput next generation sequencing was performed to compare control versus ethanol-treated adult C57BL/6J mice in a chronic plus binge model of AUD. Mice were euthanized, cerebella were microdissected, and RNA was isolated and submitted for RNA-sequencing. Down-stream transcriptomic analyses revealed significant changes in gene expression and global biological pathways in control versus ethanol-treated mice that included pathogen-influenced signaling pathways and cellular immune response pathways. Microglial-associated genes showed a decrease in homeostasis-associated transcripts and an increase in transcripts associated with chronic neurodegenerative diseases, while astrocyte-associated genes showed an increase in transcripts associated with acute injury. Oligodendrocyte lineage cell genes showed a decrease in transcripts associated with both immature progenitors as well as myelinating oligodendrocytes. These data provide new insight into the mechanisms by which ethanol induces cerebellar neuropathology and alterations to the immune response in AUD.

## 1. Introduction

Excessive alcohol consumption in adolescents and adults has significant societal impacts, with an estimated economic cost of $249 billion in the U.S. alone [1]. Studies have shown that alcohol misuse can lead to low academic achievement, an increased risk of suicide, and a lifetime struggle with addiction [2,3,4]. Furthermore, alcohol use disorder (AUD) is one of the most prevalent mental health disorders, with 15.7 million Americans aged 12 and older diagnosed [5,6], and is associated with many physical and psychiatric comorbidities [7,8]. Despite the known consequences of excess alcohol consumption, 29.7% of men and 22.2% of women were diagnosed with an AUD in 2019 [9]. AUD is associated with pathology to organ systems including the central nervous system (CNS). Animal models of AUD have been developed which simulate the behavioral abnormalities and neuropathologies associated with human AUD, thus allowing researchers to investigate the biological mechanisms associated with AUD [10]. Within the CNS, the cerebellum is responsible for coordinating motor movements, cognitive processing, and sensory discrimination. In individuals with AUD, these cerebellar functions are often disrupted, which may persist following abstinence from alcohol [11,12]. Alcohol can induce an immune response in the CNS termed neuroinflammation, which may result in neurodegeneration [13] and an increased risk of developing an AUD [14]. In adult rodents, the extent of alcohol-induced neuroinflammation can depend on the experimental paradigm of ethanol exposure utilized [15,16,17,18,19].

In the current study, we evaluated the effects of ethanol on the transcriptomic profile of adult mouse cerebella, utilizing a chronic plus binge ethanol exposure paradigm adapted from an alcoholic liver disease model developed by the Gao laboratory, in which liver injury and systemic inflammation were reported [20,21]. Using a top-down approach, we analyzed the effects of ethanol on global gene expression in the cerebellum. Our studies indicated that ethanol altered the expression of immune-related transcripts and pathways in the adult cerebellum, and may alter the function and phenotype of CNS glial cells. Thus, the current studies aid in advancing our understanding of the neuroinflammatory transcriptomic changes induced in AUD, unraveling potential targets for therapeutic strategies.

## 2. Materials and Methods

### 2.1. Animals

All animal use protocols were reviewed and approved by the University of Arkansas for Medical Sciences (UAMS), Institutional Animal Care and Use Committee (IACUC). Adult C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA; stock #000664) and were housed in the UAMS Division of Laboratory Animal Medicine, where a breeding colony was established to produce experimental animals. Adult male mice aged 10–14 weeks and weighing ≥20 g were housed individually and were randomly separated into 2 experimental groups, ethanol (E) or vehicle control (C), (*n* = 5 mice per group). Solid food was removed from cages, while water was provided ad libitum for the duration of the study. On study days 1–5, both experimental groups of mice were allowed to acclimate to the Bio-Serv Rodent Liquid Diet, control formulation (Flemington, NJ, USA; #F1259SP) provided freely in a fresh tube each day just before the start of the dark cycle. Following acclimation, the ethanol group underwent ethanol ramping, in which mice received successive increases of the Bio-Serv ethanol formulation (#F1258SP) with either 1% (day 6), 2% (day 7), or 3% ethanol (day 8) diluted using 95% *v*/*v* ethanol (Acros, a part of Thermo Fisher Scientific, Waltham, MA, USA; #AC615110010). On study day 9, chronic ethanol administration began, in which the ethanol-treated mice received 4% ethanol for 10 days, followed by 5% ethanol for 7 days. Pair-feeding for the control group began on study day 10 (the second day of 4% ethanol administration), in which the control group was fed an equivalent volume of control diet to match the mean ethanol group consumption volume from the previous day. On the morning of study day 26, immediately following the start of the light cycle, the ethanol group underwent an acute binge administration of 5 g/kg of 31.5% ethanol (*v*/*v*) diluted from 95% *v*/*v* ethanol delivered in water via gavage. The control group received 45% (*w*/*v*) Maltose Dextrin (10 DE Food Grade #3585) diluted in water and delivered via gavage. At this time, the liquid diet was removed from all cages and standard food pellets were provided. 24 h following the ethanol binge administration, mice were euthanized and transcardially perfused with 1X PBS containing 5 U/mL heparin. Brains were removed and cerebella were micro-dissected into two halves along the midline and snap frozen in liquid nitrogen. Blood ethanol concentrations (BECs) from a separate set of animals were determined to be 230 (±59.7) mg/dL following 4% administration, 311.7 (±49.8) following 5% administration, and 718 (±6.9) mg/dL following bolus administration, as reported previously when using this model [22]. BECs were not measured at the time of tissue collection, though we suspect BECs were at or near 0 based upon preliminary studies using this model.

### 2.2. Isolation of RNA, RNA-Seq Library Preparation, and Sequencing

One whole cerebellar hemisphere from each experimental animal was homogenized using a B2X24B Bullet Blender and 0.5 mm glass beads, as described by the manufacturer (Next Advance, Troy, NY, USA). RNA was isolated using the RNeasy Lipid Tissue Mini Kit with on-column Dnase digestion using the Rnase-free Dnase Set (Qiagen, Valencia, CA, USA, Cat #74804 and #79254), as described previously [23]. RNA quantity was assessed using the Qubit 3.0 fluorometer with the Qubit Broad-Range RNA Assay Kit (Thermo Fisher Scientific), and an Agilent Fragment Analyzer with the Standard Sensitivity RNA Gel Kit (Agilent Technologies, Santa Clara, CA, USA) was used to ensure RNA quality. RNA-seq libraries were prepared using an Illumina TruSeq mRNA Library Prep Kit with TruSeq Unique Dual Indexed adapters (Illumina, San Diego, CA, USA), and were quantified with Qubit 1X dsDNA High-Sensitivity NGS Gel Kit (Thermo Fisher Scientific). KAPA Library Quantification (Roche, Basel, Switzerland) was used for further library characterization, and an Agilent Fragment Analyzer with the High-sensitivity NGS Gel Kit (Agilent) was used for determining fragment size. Library molarities were calculated followed by dilution and denaturation according to manufacturer’s specification for clustering. The control and ethanol-exposed animals were clustered on a high-output NextSeq 500 flow cell and paired-end sequenced with 150-cycle SBS kit for 2X75 reads (Illumina).

### 2.3. Bioinformatic Analysis

To identify significant differences in mRNA gene expression and global biological pathways associated with alterations of cerebellar genes between the control and ethanol treatment groups, raw RNA-sequence data (NCBI GEO accession GSE222445) were analyzed. RNA-seq reads were quality-checked, trimmed, and aligned to the GRCm39 reference genome (accession: GCA_000001635.9) using the Nextflow RNAseq pipeline, nf-core/rnaseq (version 3.4), available at DOI 10.5281/zenodo.1400710. The resulting gene counts were transformed to Log_2_ counts per million (CPM) [24]. Lowly expressed genes were filtered out, and libraries were normalized by trimmed means of M-values [25]. The Limma R package was used to calculate differential expression among genes [26]. Log_2_ fold change values were calculated for ethanol compared to control, and genes with an adjusted (adj.) *p* ≤ 0.05 were considered statistically significant.

Heat map and principal component analysis (PCA) plots were created from the processed differential gene expression data using R statistical software. The R-based *EnhancedVolcano* package was used to make the volcano plots [27]. Pathway and network analysis were conducted using the QIAGEN Ingenuity Pathway Analysis (IPA) software (QIAGEN Inc., Valencia, CA, USA, https://digitalinsights.qiagen.com/IPA, accessed on 22 July 2022 ) using the “Core Expression Analysis”. IPA analysis parameters were set with the “species” parameter as “mouse”, and the “tissues and cell lines” parameter as “cerebellum”, with gene cut offs of an adj. *p* ≤ 0.05 and Log_2_ fold change ≥0.5 or ≤−0.5.

To obtain a better understanding of the specific cellular processes and cell types of the cerebellum that are most sensitive to ethanol exposure, we extracted cell type-specific gene lists from publicly available single-cell RNA-seq (scRNA-seq) resources, which have been used previously to deduce the cell composition of bulk RNA-seq tissue [28]. Using this approach, we identified a total of 822 microglia-associated genes from scRNA-seq resources [29,30,31,32,33] (Supplemental Table S1A). 

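The microglia list of Supplemental Table S1A holds 822 entries with 814 distinct symbols. All but 8 symbols were matched to the count table, by the symbol or an older symbol, on 805 lines of the table. After the filter on low counts, 753 of these genes were tested with edgeR's quasi-likelihood test. An adjusted p of at most 0.05 was reached by 88 genes that were higher and 67 genes that were lower in ethanol mice. A random draw of as many tested genes would give 94.0 on average. With p adjusted over all genes, as for the numbers above, the total of higher and lower genes fell to 96 without control mouse s3923 and to 103 without control mouse s3924. When p was adjusted over the list alone, 186 genes passed with all mice.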

We compared this list of microglia-associated genes to the list of genes significantly differentially regulated by ethanol (adj. *p* ≤ 0.05) in our dataset, which identified 151 microglia-associated genes whose expression was altered by ethanol (Table 1).

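Of the homeostatic microglia genes in Supplemental Table S1B, 71 were tested, and 22 had an adjusted p of at most 0.05, with 7 higher and 15 lower in ethanol mice. Of the neurodegenerative microglia genes in Supplemental Table S1C, 58 were tested, and 18 passed the same threshold, with 14 higher and 4 lower. Adjusted over the list alone, 25 homeostatic and 24 neurodegenerative genes passed. Among the microglia genes that passed, 27 were on the homeostatic or the neurodegenerative list. The counts depended on single mice. Without ethanol mouse s3812, 14 homeostatic and 9 neurodegenerative genes passed, with 17 on either list. Without control mouse s3923, 14 homeostatic and 11 neurodegenerative genes passed.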

We were able to characterize 23 of the 151 genes as being either homeostatic or neurodegenerative (Table 2), as defined in previous studies [33,34,35,36,37] (Supplemental Table S1B,C).

To further evaluate the effects of ethanol on homeostatic versus neurodegenerative microglial phenotypes, we computed mean z-scores to compare control versus ethanol for the transcripts associated with these phenotypes. Since the goal was to determine relative gene expression changes in our dataset, i.e., to determine whether the genes are up- or down-regulated due to ethanol, the average z-score was computed. We calculated the average z-score across individual genes in our extracted microglia homeostatic and neurodegenerative-associated gene lists, and then averaged these individual gene z-scores within each sample. The average z-score of each sample in the homeostatic and neurodegenerative group was then evaluated using a two-tailed Student’s t test, with *p* ≤ 0.05 being considered statistically significant. R statistical software was used to conduct the Student’s *t*-test as well as construct the average z-score graphs.

Similar to microglia, we utilized scRNA-seq data to compose a list of 309 astrocyte-associated genes (Supplemental Table S2) [37]. From this list we identified 56 astrocyte-associated genes that were differentially expressed in response to ethanol in our current study. 

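The astrocyte list had 300 tested genes, of which 58 reached an adjusted p of at most 0.05 in edgeR's test, 34 higher and 24 lower in ethanol mice, where 37.5 would be drawn by chance. Adjusted over the list alone, 77 genes passed. Of the genes past the threshold, 29 of 175 tested were acute injury genes, 26 of 88 were pan-injury genes and 3 of 39 were chronic genes. These changes were small for the acute injury genes, with a median size of 0.23 on the log2 scale, against 0.45 for the pan-injury genes. With control mouse s3923 or ethanol mouse s3812 left out, 17 acute injury genes passed, and without ethanol mouse s3810 or control mouse s3924, 18 and 19 genes, respectively. Without ethanol mouse s3918, 6 chronic genes passed.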

We then characterized these transcripts as being associated with an astrocyte phenotype common to acute injury, chronic neurodegenerative diseases, or pan-injury (Table 3), the last of which includes genes associated with both acute injury and chronic neurodegenerative disease phenotypes [37].

To test for statistical significance, the average z-scores of each gene in our extracted acute, chronic, and pan-injury astrocyte-associated gene lists were generated, and these individual gene z-scores were then averaged within each sample in a manner consistent with the microglia described above. The Student’s *t*-test and average z-score graphs were constructed using R statistical software. Due to the small number of chronic neurodegenerative disease astrocyte-associated genes (*n* = 3), no z-score graph was generated for this group.

For oligodendrocyte lineage-associated genes, we extracted gene lists for oligodendrocyte precursor cells (OPCs) (381 genes), committed oligodendrocyte precursor cells (COPs) (55 genes), newly formed oligodendrocytes (NFOL) (9 genes), myelin-forming oligodendrocytes (MFOL) (347 genes), and mature oligodendrocytes (MOL) (7 genes) from publicly available scRNA-seq studies [29,30,39] (Supplemental Table S3), in a manner consistent with microglia and astrocytes described above, to determine which genes were significantly differentially regulated by ethanol. From these lists, we identified 71 differentially expressed genes associated with OPCs, 12 genes associated with COPs, 2 genes associated with NFOL, 2 genes associated with MOL, and 108 genes associated with MFOL within our significantly differentially regulated dataset (Table 4).

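In the fit with edgeR, an adjusted p of at most 0.05 was found for 76 of 370 tested OPC genes (36 higher and 40 lower in ethanol mice), 14 of 54 COP genes (2 higher and 12 lower), 2 of 7 NFOL genes, 2 of 7 MOL genes and 109 of 342 MFOL genes (24 higher and 85 lower). The NFOL and MOL genes that passed were all lower. Chance draws from the tested genes would hold 46.2 OPC, 6.74 COP and 42.7 MFOL genes past the threshold. Adjusted over the list alone, the numbers were 100 for OPC, 23 for COP and 140 for MFOL genes. The OPC list as read from Supplemental Table S3 holds 379 entries. In fits with 1 mouse left out, which have fewer mice, the COP count lay between 7 and 16. It fell to 7 without control mouse s3924 and to 9 without ethanol mouse s3813. It was 8 without control mouse s3815, s3818 or s3923 or ethanol mouse s3812. Of the NFOL genes, 3 passed without ethanol mouse s3917, 2 without control mouse s3818 and 1 without any other single mouse.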

We performed statistical analyses in a manner similar to the microglia and astrocytes above. Briefly, the average z-scores of each gene in our OPC, COP, and MFOL-associated gene lists were generated, and the individual gene z-scores were then averaged between each sample. The Student’s *t*-test and average z-score graphs were constructed using R statistical software. Due to the small number of NFOL and MOL-associated genes differentially regulated by ethanol, z-score graphs were not generated for these groups.

## 3. Results

### 3.1. Alcohol-Induced Differential Gene Expression in the Cerebellum

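Gene counts from the cerebella of 10 adult male mice were analysed, 5 fed the ethanol diet and given the ethanol binge and 5 pair-fed control mice given maltose dextrin. The count table, which the authors made with their alignment to GRCm39, lists 55416 rows by gene symbol and holds estimated read-pair counts for each mouse, without scaling for library size. Total counts ranged from 33113718 to 37291437 in control mice, with a median of 35840457. In ethanol mice they ranged from 29810205 to 37234639, with a median of 32697246. The totals of the groups did not differ by more than the spread between mice (two-sided exact permutation test, p = 0.103). The estimates were rounded to whole counts, and genes with low counts were removed with edgeR's filterByExpr, which left 17816 genes for testing. Libraries were normalized by trimmed means of M-values (TMM). The TMM factor was 1.01 ± 0.00631 (SD, n = 5) in control mice and 0.986 ± 0.00643 (SD, n = 5) in ethanol mice, without overlap (exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). The 10 most abundant genes took 5.09% ± 0.157 (SD) of the counts in control mice and 5.44% ± 0.334 in ethanol mice (exact permutation test, p = 0.0397). Differences were tested gene by gene with edgeR's quasi-likelihood test, and p values were adjusted by the Benjamini–Hochberg method. The identification numbers of the mice fall into a 3800 series, with 2 control and 3 ethanol mice, and a 3900 series, with 3 control and 2 ethanol mice. With this series as a covariate, 0 genes had an adjusted p of at most 0.05 for the series itself, and 989 had an unadjusted p under 0.05. No paired analysis was possible because the groups share no replicate numbers.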

A principal component analysis (PCA) was performed to provide an overview of the transcriptomic changes that occurred in response to ethanol. 

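Principal components were computed from log2 CPM of all tested genes, with each gene centred and scaled. The first component took 25.9% of the variance. On this component the control mice lay between -71.7 and -47.1 and the ethanol mice between 48.1 and 82.7, and the difference between the group means was 127 (two-sided exact permutation test, p = 0.00794). The second component took 18.3% of the variance and did not separate the groups, with a difference of -8.92 (exact permutation test, p = 0.929). Ethanol mouse s3918 lay at -147 on the second component, and the other mice lay between -25.5 and 51.9. The third component took 11.9% (difference -6.94, exact permutation test, p = 0.794). On the 500 most variable genes the first component took 28.3% of the variance, and without ethanol mouse s3918 it took 30.0%, with the same p in both.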

PCA analysis demonstrated that gene transcripts correlating and anticorrelating to the first and second principal components could differentiate control animals from those exposed to ethanol. (Figure 1A). Hierarchical clustering analysis of significant genes was conducted using Pearson’s correlation, while controlling for false discovery rate adj. *p* ≤ 0.05 (Figure 1B). 

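At an adjusted p of at most 0.05 without a fold change threshold, 2225 genes differed, 1066 higher and 1159 lower in ethanol mice. In 695 of these genes every ethanol mouse lay above every control mouse, and in 823 every ethanol mouse lay below. Over all tested genes the groups did not overlap in 10.6%, against the chance share of 0.794%. Fits with limma gave 2195 genes with voom and 2194 with a trend on log2 CPM. The largest number, 3155 genes, came from voom with sample quality weights. With single mice left out the number lay between 1424, without control mouse s3923, and 2872, without ethanol mouse s3918. It was 1442 without control mouse s3924. Upper-quartile normalization shifted the split to 771 higher and 1526 lower genes.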

RNA-seq analysis identified 732 genes that were significantly differentially regulated (adj. *p* ≤ 0.05 and log_2_FC 0.5). Of these 732 genes, 269 were upregulated genes (36.75%) and 463 were downregulated genes (63.25%), (Figure 1C).

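In the edgeR fit, 732 genes had an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, with 294 (40.2%) higher and 438 (59.8%) lower in ethanol mice. The limma-voom fit gave 748 genes, 290 higher and 458 lower, and 693 of them were shared with the edgeR fit. Sample quality weights gave the largest number, 912 genes. Upper-quartile normalization moved the split between directions most, to 260 higher and 525 lower genes. With each mouse left out in turn, between 558 and 854 genes passed. Among genes whose groups did not overlap, the largest changes outside the paper's tables were those of Plin4, Gm38642, Sgk2, Gkn3, Gm29455 and Cdcp3. Plin4, which encodes a lipid droplet protein and lies on chromosome 17 of GRCm39 from 56406617 to 56416931, rose from 3.63 ± 0.244 (SD, n = 5) to 25.0 ± 27.7 CPM (SD, n = 5), a log2 fold change of 2.79 (SE 0.753, adjusted p = 0.0473). This rise varied between mice. The adjusted p of Plin4 exceeded 0.05 in 8 of the 10 fits with 1 mouse left out, up to 0.106 without control mouse s3923, and in limma-voom (0.0631). It also did so without a filter on low counts and with the mouse number series as a covariate. The kinase gene Sgk2 fell from 1.27 ± 0.171 to 0.211 ± 0.128 CPM (SD, n = 5 each), a log2 fold change of -2.58 (adjusted p = 0.000156), with 0.963 CPM in control mouse s3818 against 1.31 to 1.37 CPM in the other control mice. Gkn3 had a log2 fold change of -2.52 (adjusted p = 0.000838), Gm29455 of -2.29 (adjusted p = 0.00695) and Cdcp3 of -2.09 (adjusted p = 9.30e-05). The symbol Gm38642 stands on 2 rows of the table, and the row that changed (log2 fold change 2.67, adjusted p = 0.00284) has exons that overlap those of Mobp on the same strand, so reads cannot be assigned to 1 of them with certainty.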

### 3.2. Pathway Analysis of the Alcohol-Induced Differentially Regulated Genes

IPA analysis was performed to determine the specific pathways altered by ethanol in the cerebella of adult mice. The results of the top canonical pathways altered by ethanol exposure included those related to the generation of precursor metabolites and energy, pathogen-influenced signaling, cellular immune response, degradation/utilization/assimilation, cellular stress and injury, biosynthesis, disease-specific pathways, cardiovascular signaling, nuclear receptor signaling, and ingenuity toxicity list pathways (Figure 2A). 

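The molecules that the paper lists for its pathways and for its disease and function annotations come to 62 distinct genes, and the genes behind them were examined in place of the Ingenuity software, which was not run here. In the edgeR fit, 57 of the 62 passed both thresholds (adjusted p of at most 0.05 and log2 fold change of at least 0.5 in size), 32 higher and 25 lower in ethanol mice. The other 5 were Acat2 (log2 fold change -0.09, adjusted p = 0.457), Gstm5 (0.17, adjusted p = 0.111), Akr1b10 (-0.30, adjusted p = 0.0101), Cyp51 (-0.49, adjusted p = 0.00220) and Col27a1 (-0.52, adjusted p = 0.0507). In ethanol mouse s3918, Cyp51 was lower (25.5 CPM) and Gstm5 was higher (83.9 CPM) than in the other ethanol mice. Without that mouse the log2 fold change was 0.11 for Gstm5 and -0.15 for Acat2, and without control mouse s3924 it was -0.05 for Acat2. In limma-voom, Col27a1 had an adjusted p of 0.0191. With single mice left out, between 48 and 55 passed. Molecules were matched by symbol, and some symbols, such as CYP51A1 and UGT8, differ from those of the count table. The paper may thus mean another mouse gene for some of the 5 that did not pass. The canonical pathways rest on 47 distinct genes in 30 pathways. Gpd1, the single molecule of the glycerol-3-phosphate shuttle and of glycerol degradation, rose from 172 ± 11.1 to 255 ± 32.0 CPM (SD, n = 5 each), a log2 fold change of 0.56 (SE 0.0764, adjusted p = 0.000357). Of the cholesterol synthesis genes listed, Idi1 had a log2 fold change of -0.53 (SE 0.0876, adjusted p = 0.00135) and Msmo1 of -0.51 (SE 0.0710, adjusted p = 0.000302). Exons of Gpd1, Cyp51 and Idi1 overlap genes on the opposite strand, and the paper's text does not state whether counting used the strand, so their counts are less certain.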

A description of the pathway names, *p*-values, and molecules associated with each significantly altered pathway category is shown in Table 5. The top disease and biological function categories altered by ethanol exposure included nervous system development and function, tissue/cell morphology, cell-to-cell signaling and interaction, cell death and survival, cellular compromise, immune cell trafficking, and inflammatory response [−log(*p.val*) range = 5.5–2.1] (Figure 2B).

The diseases and biological function annotations that correlate to the diseases and biological functions categories, as shown in Figure 2B, are myelination (*p.val* = 2.88 × 10^−6^ ) or demyelination (*p.val* = 0.0053) of the cerebellum; quantity (*p.val* = 0.000125) or coupling (*p.val* = 0.000556) of oligodendrocytes; thickness of myelin sheath (*p.val* = 0.000556); quantity of cells (*p.val* = 0.00783); activation of microglia (*p.val* = 0.00783); permeability of blood–brain barrier (*p.val* = 0.0236); and astrocytosis of cerebella (*p.val* = 0.0467), (Table 6). These results suggest that in the cerebellum, ethanol alters biological functions that pertain to alterations in the formation of myelin, along with possible microglia and astrocyte phenotypic changes.

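The 20 annotations of Table 6 rest on 18 distinct genes. Of the annotations, 7 rest on 1 gene. Gjb6, which encodes a gap junction protein, rose from 67.1 ± 5.82 to 104 ± 25.0 CPM (SD, n = 5 each), a log2 fold change of 0.63 (SE 0.158, adjusted p = 0.0305), and its adjusted p exceeded 0.05 in 6 of the 10 fits that each left out 1 mouse, up to 0.0710 without control mouse s3924. The adjusted p of Gjb6 also exceeded 0.05 with the mouse number series as a covariate. The myelination annotation also lists Fgfr3 (log2 fold change 0.54, adjusted p = 0.000928), Aspa (-0.67, adjusted p = 4.47e-05) and Hpgds (-0.61, adjusted p = 0.00860), which is also the single gene listed for astrocytosis of cerebellum. Each of these 4 genes has exons that overlap a gene on the opposite strand.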

### 3.3. Alcohol Suppresses Microglia Homeostatic Genes while Increasing the Expression of Microglia Neurodegenerative-Associated Genes

Alcohol has been demonstrated to induce neuroinflammation in both humans and rodents which may include microglial activation, characterized by shortening and thickening of processes, along with the secretion of proinflammatory cytokines and chemokines that may contribute to neuropathology [19,40,41]. We performed hierarchical clustering analysis on homeostatic and neurodegenerative disease microglia-associated genes that were differentially expressed (adj. *p* ≤ 0.05) in response to ethanol (Figure 3A). 

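The 15 homeostatic genes of Table 2 all had an adjusted p of at most 0.05, and 13 were lower and 2 were higher in ethanol mice. P2ry12, which encodes a purinergic receptor and lies on chromosome 3 of GRCm39 from 59123682 to 59170429, fell from 7.24 ± 0.322 to 3.44 ± 0.759 CPM (SD, n = 5 each), a log2 fold change of -1.07 (SE 0.133, adjusted p = 0.000122). Siglech (-0.95, adjusted p = 0.000693) and Csf1r (-0.41, adjusted p = 0.00217) were also below the control range in every ethanol mouse. The rising genes were Mertk, with a log2 fold change of 1.06 (SE 0.226, adjusted p = 0.0167), and Egr1, with 0.72 (SE 0.120, adjusted p = 0.00266). Of the 8 neurodegenerative genes, 7 were higher. Gpx3, which encodes a secreted glutathione peroxidase, rose from 4.53 ± 0.640 to 28.8 ± 3.09 CPM (SD, n = 5 each), a log2 fold change of 2.67 (SE 0.104, adjusted p = 3.16e-10). Gpnmb (0.80, adjusted p = 0.00382) and Lair1 (0.45, adjusted p = 0.00451; exons shared with Gm15928 on the same strand) were higher in every ethanol mouse than in every control mouse. Table 2 places Lair1 with the neurodegenerative genes, but Supplemental Table S1B lists it as homeostatic and S1C does not hold it. In results over the full lists, Lair1 therefore counts as a homeostatic gene that rose. Msr1 rose by 1.33 on the log2 scale from a low level of 0.260 ± 0.108 CPM (SD, n = 5), and its adjusted p of 0.0200 became 0.0557 without ethanol mouse s3812. Trem2 was lower, with a log2 fold change of -0.61 (SE 0.156, adjusted p = 0.0187), and its adjusted p exceeded 0.05 in 3 of the 10 fits with 1 mouse left out, up to 0.0563 without control mouse s3815. Of the genes named here, only Siglech, Egr1 and Msr1 have no exon that overlaps another annotated gene.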

A Student’s *t*-test comparing the average z-scores across all relevant genes indicated that ethanol caused an overall significant downregulation of microglia homeostatic genes (*p.val* = 3.191 × 10^−6^) (Figure 3B, Table 2) and an overall significant upregulation of microglia genes associated with neurodegenerative diseases (*p.val* = 7.786 × 10^−5^) (Figure 3C, Table 2). Collectively, these data suggest that ethanol may alter the microglial phenotype from a homeostatic and protective phenotype to a more activated phenotype observed in neurodegenerative diseases.

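Each gene's log2 CPM was z-scored over the 10 mice and averaged within each mouse, as the authors describe, and groups were compared with a two-sided exact permutation test. Over the homeostatic genes of Table 2 the mean z-score was 0.617 ± 0.0906 (SD, n = 5) in control and -0.617 ± 0.224 (SD, n = 5) in ethanol mice, a difference of -1.23 (exact p = 0.00794). Over the neurodegenerative genes it was -0.63 ± 0.176 in control and 0.63 ± 0.350 in ethanol mice (SD, n = 5 each), a difference of 1.26 (exact p = 0.00794). These genes had been selected for differing between these same mice. The choice of genes moved the differences most. Over all 71 tested genes of the homeostatic list, which was drawn from other studies, the difference was -0.224 (exact p = 0.00794). Over all 58 tested genes of the neurodegenerative list it was 0.446 (exact p = 0.0317), and the groups overlapped.

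**Figure D1:**
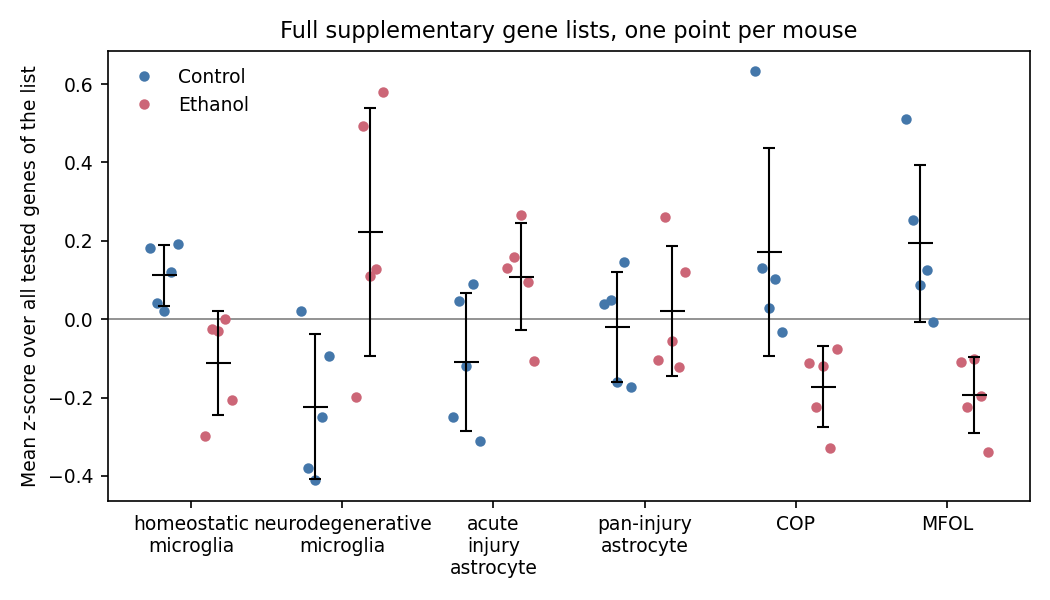
Mean z-score of each mouse (points) over all tested genes of 6 supplementary lists, for control and ethanol mice, with horizontal marks at the group means and bars of 1 SD (n = 5 mice per group). The groups are apart for the homeostatic microglia, COP and MFOL lists and overlap for the others.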

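The full lists were also tested against all other genes with limma's camera, with a preset correlation of 0.01 between genes. The mean log2 fold change was -0.08 over the homeostatic list, with 31 genes higher and 40 lower (adjusted p = 0.122 over the 6 lists tested), and 0.25 over the neurodegenerative list, with 38 higher and 20 lower (adjusted p = 0.00171). With the correlation between genes estimated from the data, none of the 6 lists had an adjusted p of at most 0.05, and the unadjusted p was under 0.05 for 0 of them, with the smallest adjusted p at 0.225. With limma's fry, which tests the list on its own, adjusted p values were 0.00308 for the homeostatic and 0.00501 for the neurodegenerative list, and the MFOL list (0.00308) and the COP list (0.0373) also passed. From the lower scores of homeostatic genes and the higher scores of neurodegenerative genes, the paper proposes that ethanol may move microglia from a homeostatic and protective state toward the activated state seen in neurodegenerative diseases.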

### 3.4. Astrocytes Undergo a Phenotypic Switch following Chronic plus Binge-like Alcohol Exposure

Astrocytes are one of the most abundant cell types in the CNS and play a critical role in regulating CNS functions in health and disease by maintaining homeostasis, providing energy to neurons, regulating synapse development and plasticity, modulating blood-brain-barrier integrity, and controlling neurological function and behavior [42,43,44,45,46]. Similarly to microglia, astrocytes play a role in CNS inflammation [47,48], and ethanol has been demonstrated to trigger an immune response in astrocytes [49,50]. 

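Among the acute injury genes of the astrocyte list, Il33, which encodes an interleukin, went from 30.7 ± 3.36 to 16.6 ± 2.76 CPM (SD, n = 5 each), a log2 fold change of -0.89 (SE 0.105, adjusted p = 0.000122). Igsf1 changed by as much, with a log2 fold change of -0.88 (SE 0.189, adjusted p = 0.00664). Rcan2 rose from 152 ± 7.37 to 202 ± 31.5 CPM (SD, n = 5 each), a log2 fold change of 0.42 (SE 0.0872, adjusted p = 0.00799). Some pan-injury genes changed by more. Cdkn1a, a cell cycle inhibitor gene of the full pan-injury list on chromosome 17 of GRCm39 from 29309936 to 29319701, rose from 19.6 ± 3.31 to 99.3 ± 27.5 CPM (SD, n = 5 each), a log2 fold change of 2.34 (SE 0.220, adjusted p = 0.000339). Ucp2 rose by 1.25 (SE 0.199, adjusted p = 0.00464) on the log2 scale. Ifit3 was lower, with a log2 fold change of -0.78 (SE 0.192, adjusted p = 0.0239), and its adjusted p exceeded 0.05 in 3 of the 10 fits with 1 mouse left out, up to 0.0537 without ethanol mouse s3917. Exons of Il33, Cdkn1a and Ucp2 overlap genes on the opposite strand.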

In the current study, we performed hierarchical clustering analysis on acute injury, chronic neurodegenerative, and pan-injury astrocyte-associated genes that were differentially expressed (adj. *p* ≤ 0.05) in response to ethanol (Figure 4A). 

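Over the 28 acute injury genes of Table 3, of which 18 were higher and 10 were lower in ethanol mice, the mean z-score was -0.237 ± 0.118 (SD, n = 5) in control mice and 0.237 ± 0.0786 (SD, n = 5) in ethanol mice, a difference of 0.473 (two-sided exact permutation test, p = 0.00794). The 25 pan-injury genes were 13 higher and 12 lower, and their mean z-scores differed by 0.0547, within the spread between mice (exact permutation test, p = 0.675). The difference was 0.0931 without ethanol mouse s3917. Over the 26 pan-injury genes that the edgeR fit called from the full list, 15 higher and 11 lower, the difference was 0.235 (exact permutation test, p = 0.0476). All of these sets were chosen for differing between these same mice, so the p values are not independent evidence.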

A Student’s *t*-test comparing the average z-scores across all relevant genes indicated that ethanol caused an overall significant increase in astrocyte genes related to acute injury (*p.val* = 7.085 × 10^−5^) (Figure 4B, Table 3) and an almost even number of up- and down-regulated genes (12 up vs. 13 down) pertaining to pan-injury (*p.val* = 0.6266) (Figure 4C, Table 3). Ethanol only altered the expression of three genes associated with the chronic neurodegenerative disease category (Table 3), thus the effect of ethanol on this small number of genes was not statistically evaluated. These data suggest that alcohol-induced transcriptomic changes in astrocytes are consistent with an acute injury phenotype.

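All 3 chronic genes fell. S1pr1, a sphingosine-1-phosphate receptor gene, had 193 ± 6.23 CPM in control and 153 ± 10.0 CPM in ethanol mice (SD, n = 5 each), with a log2 fold change of -0.33 (SE 0.0502, adjusted p = 0.000630). Arsk had a log2 fold change of -0.33 (SE 0.0745, adjusted p = 0.00878). For Cobl it was -0.45 (SE 0.123, adjusted p = 0.0238), and the adjusted p exceeded 0.05 in 4 of the 10 fits with 1 mouse left out, up to 0.0609 without control mouse s3924. The astrocyte list names 40 chronic genes, of which 39 were tested, and 4.87 would pass by chance draw.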

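Over all 175 tested acute injury genes, 108 were higher and 67 were lower in ethanol mice, and the mean z-score difference was 0.218 (two-sided exact permutation test, p = 0.0476), with overlap between the groups. The mean log2 fold change of this list was 0.02 (adjusted p = 0.121 with limma's camera and 0.0564 with fry). Over all 88 tested pan-injury genes, with 44 in each direction, the difference was 0.0399 (exact permutation test, p = 0.675).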

### 3.5. Oligodendrocyte Lineage Cells Are Depleted upon Chronic plus Binge-like Alcohol Exposure

Ethanol has been demonstrated to alter myelination in adult humans and rodents [51,52]. We performed hierarchical clustering analysis on genes associated with distinct oligodendrocyte lineages (immature and myelinating) whose expression was altered by ethanol (Figure 5A,B). 

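The largest fall among oligodendrocyte genes was that of Opalin, which encodes a membrane protein of oligodendrocytes and lies on chromosome 19 of GRCm39 from 41045254 to 41065553. It fell from 14.1 ± 1.26 to 2.90 ± 1.03 CPM (SD, n = 5 each), a log2 fold change of -2.28 (SE 0.176, adjusted p = 5.62e-06). Mog had a log2 fold change of -0.85 (SE 0.129, adjusted p = 0.00181). Mag was lower by 0.39 on the log2 scale (adjusted p = 0.0349), and its adjusted p exceeded 0.05 in 6 of the 10 fits with 1 mouse left out, up to 0.0807 without ethanol mouse s3810. Exons of Opalin, Mog and Mag overlap genes on the opposite strand.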

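Among the COP genes of Table 4, Cnp was lower, with a log2 fold change of -0.31 (SE 0.0649, adjusted p = 0.00645), and control mouse s3815 had 440 CPM against 349 to 365 CPM in the other control mice. Gpr17 fell from 23.1 ± 2.92 to 16.5 ± 3.83 CPM (SD, n = 5 each), a log2 fold change of -0.48 (SE 0.141, adjusted p = 0.0426). Its adjusted p exceeded 0.05 in 8 of the 10 fits with 1 mouse left out, up to 0.0976 without ethanol mouse s3812. Timp4 (0.42, adjusted p = 0.000122) and Sez6l (0.41, adjusted p = 0.000524) were higher. Over the 12 COP genes the mean z-score was 0.484 ± 0.336 (SD, n = 5) in control and -0.484 ± 0.204 (SD, n = 5) in ethanol mice, a difference of -0.967 (two-sided exact permutation test, p = 0.00794). Over the 71 OPC genes, of which 35 were higher and 36 were lower, the difference was -0.0278, within the spread between mice (exact permutation test, p = 0.722), and -0.0517 without ethanol mouse s3813. Exons of Cnp, Gpr17 and Timp4 overlap genes on the opposite strand.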

Evaluation of the effects of ethanol on immature oligodendrocyte lineages indicated that ethanol significantly decreased the expression of genes associated with COPs (*p.val* = 0.0006784) (Figure 5C, Table 4), and that ethanol skewed toward decreasing the expression of genes associated with OPCs (*p.val* = 0.1702) (Figure 5D, Table 4). 

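Of the 108 MFOL genes of Table 4, 23 were higher and 85 were lower in ethanol mice, and 106 had an adjusted p of at most 0.05 in the edgeR fit. The mean z-score was 0.461 ± 0.179 (SD, n = 5) in control mice and -0.461 ± 0.165 (SD, n = 5) in ethanol mice, a difference of -0.923 (two-sided exact permutation test, p = 0.00794). Mbp, the most abundant myelin gene tested, changed by -0.28 on the log2 scale (SE 0.0864, adjusted p = 0.0498), from 2483 ± 383 to 2046 ± 139 CPM (SD, n = 5 each). Its adjusted p exceeded 0.05 in 8 of the 10 fits with 1 mouse left out, up to 0.112 without ethanol mouse s3812. That of Mbp also exceeded 0.05 with the mouse number series as a covariate. Control mouse s3815 had 3157 CPM against 2223 to 2414 CPM in the other control mice. Without that mouse the log2 fold change was -0.18.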

For the myelinating oligodendrocyte lineage cells, ethanol significantly decreased the expression of genes associated with MFOLs (*p.val* = 2.905 × 10^−05^) (Figure 5E, Table 4). 

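The MOL genes were Ninj2, which fell from 1.26 ± 0.262 to 0.343 ± 0.0941 CPM (SD, n = 5 each), a log2 fold change of -1.89 (SE 0.260, adjusted p = 0.000279), and Klk6, which fell from 19.9 ± 2.96 to 9.94 ± 2.57 CPM (adjusted p = 0.00270). Of the NFOL genes, H2-Ab1, which encodes an MHC class II chain, fell from 2.92 ± 0.164 to 1.18 ± 0.467 CPM (SD, n = 5 each), a log2 fold change of -1.31 (SE 0.220, adjusted p = 0.00136). Sema4d changed by -0.16 (SE 0.0513, adjusted p = 0.0484), and its adjusted p exceeded 0.05 in 8 of the 10 fits with 1 mouse left out, up to 0.122 without ethanol mouse s3812. The adjusted p of Sema4d also exceeded 0.05 with the mouse number series as a covariate.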

NFOL and MOL groups only contained two differentially expressed genes; therefore, statistical significance was not evaluated for these categories (Table 4). These results suggest that ethanol effects both immature and myelinating oligodendrocyte lineage cells, which could potentially lead to altered myelination.

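Over all tested genes of the full lists, the mean z-score difference was -0.344 for the 54 COP genes and -0.388 for the 342 MFOL genes, and every ethanol mouse lay below every control mouse (two-sided exact permutation test, p = 0.00794 for each). The mean log2 fold change was -0.06 over the COP list (adjusted p = 0.0742 with limma's camera) and -0.09 over the MFOL list, with 128 genes higher and 214 lower (adjusted p = 0.000175). The 14 genes of a core myelin list differed in size of change. Trf (log2 fold change 0.25, adjusted p = 0.243) was not lower, and Opalin had the largest fall.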

## 4. Discussion

Pathway analysis indicated that ethanol had significant effects on immune processes in the cerebella of adult mice. In addition, these analyses suggested that ethanol may alter the phenotype and function of glial cells including microglia, astrocytes, and oligodendrocyte lineage cells. We and others have previously demonstrated that ethanol induces neuroinflammation in adult rodents. However, the amount of neuroinflammation varies depending on the ethanol administration paradigm. For example, acute 4-day ethanol exposure did not alter the expression of pro-inflammatory molecules, although microglial activation was observed [17,53]. Following 10-day ethanol exposure, increased expression of pro-inflammatory molecules was observed, although it was somewhat modest [16,18,19]. Chronic ethanol exposure over a period of 3–5 months resulted in more robust neuroinflammation [15,49,54,55]. Using a variation of the same model as the current study, in which gene expression in both male and female mice was evaluated in control, ethanol, and ethanol + pioglitazone experimental groups, we have previously demonstrated robust neuroinflammation following chronic plus binge exposure to ethanol in less than one month [22]. This model is similar to an alcoholic liver disease model used previously by the Gao laboratory, in which they showed systemic inflammation and liver injury [20,21]. At this point, it is unclear in our studies whether ethanol induces CNS inflammation directly or indirectly through ethanol induced inflammation outside of the CNS. In order to begin to understand the possible mechanisms by which ethanol induces neuroinflammation in this chronic plus binge model of AUD, we have treated a unique set of male mice for the purpose of RNAseq analysis in the current study. We acknowledge that the use of only male mice is a limitation of the current study. Furthermore, some of the pathways identified in the current study only contain 1 or 2 genes, and some genes are represented in multiple pathways. Thus, we have exercised caution to not overinterpret the results.

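Fosb, which lies on chromosome 7 of GRCm39 from 19036621 to 19043976, had the largest log2 fold change among genes with an adjusted p of at most 0.05 whose groups did not overlap. It rose from 1.07 ± 0.396 to 7.78 ± 3.09 CPM (SD, n = 5 each), a log2 fold change of 2.87 (SE 0.357, adjusted p = 0.000674), and stayed between 2.74 and 3.09 with each mouse left out in turn. Cd68 rose from 3.14 ± 0.690 to 5.22 ± 1.11 CPM (SD, n = 5 each), a log2 fold change of 0.73 (SE 0.169, adjusted p = 0.0105). The groups overlapped for Spp1, Socs3 and Klf4 (exact permutation test, p = 0.0159 for each). Spp1 had a log2 fold change of 1.04 (SE 0.258, adjusted p = 0.0339), and its adjusted p exceeded 0.05 in 8 of the 10 fits with 1 mouse left out, up to 0.0851 without control mouse s3923. Exons of Spp1 overlap those of Gm42793 on the same strand. For Socs3 the log2 fold change was 0.84 (SE 0.219, adjusted p = 0.0194, and up to 0.0566 in the 2 of 10 fits that lost the call, without control mouse s3923), and for Klf4 it was 0.57 (SE 0.159, adjusted p = 0.0299, and up to 0.0806 in the 4 fits that lost it, without ethanol mouse s3810).

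**Figure D2:**
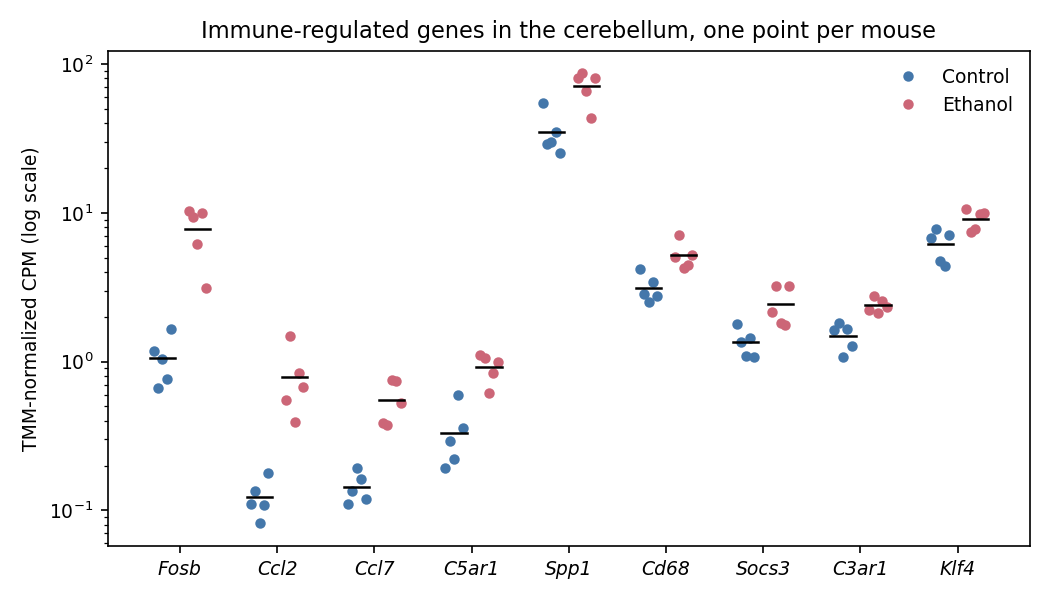
TMM-normalized CPM (log scale) of 9 immune-regulated genes in each control and ethanol mouse (points), with lines at the group means. For Fosb, Ccl2, Ccl7, C5ar1, Cd68 and C3ar1 every ethanol mouse lies above every control mouse.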

We evaluated the transcriptomic data to identify immune-regulated genes whose expression was most strongly induced by ethanol, which included *FOSB*, *CCL2*, *CCL7*, *C5AR1*, *SPP1*, *CD68*, *SOCS3*, *C3AR1*, and *KLF4.* The most highly upregulated gene is *FOSB*, which encodes a transcription factor that dimerizes with Jun protein to form AP-1 and plays a critical role in alcohol and drug addiction [56]. Alcohol increases the expression of *FOSB* in the mesocorticolimbic system, which is believed to contribute to alcohol use disorder [57,58]. Furthermore, ethanol was demonstrated to alter synaptic plasticity and epigenetic alterations in the *FOSB* promoter, resulting in increased *FOSB* expression in the medial prefrontal cortex in wild-type but not *TLR4* deficient mice. Since ethanol is believed to activate TLR4, resulting in downstream immune signaling [59], a role of ethanol-induced neuroinflammation is suggested in these processes. *FOSB* has also been demonstrated to contribute to excitotoxic microglial activation through regulation of complement C5a receptors in these cells [60]. Interestingly ethanol strongly increased the expression of complement *C5AR1* and *C3AR1* in our RNA-Seq studies. 

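C5ar1 was measured at a low level, with 7 to 22 counts in control mice and 19 to 40 counts in ethanol mice. Its CPM was 0.333 ± 0.162 (SD, n = 5) in control and 0.921 ± 0.197 (SD, n = 5) in ethanol mice, a log2 fold change of 1.46 (SE 0.310, adjusted p = 0.00610). C3ar1 had 39 to 68 counts in control and 65 to 83 counts in ethanol mice, with a log2 fold change of 0.68 (SE 0.173, adjusted p = 0.0176). In a filter that kept only genes with a CPM of at least 1 in at least 5 mice, C5ar1 was not tested.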

*C5AR1* expression is increased in the liver of patients with alcoholic hepatitis [61], and is believed to contribute to alcohol-induced inflammation and liver injury [62,63]. Additionally, ethanol induces the expression of complement receptors including *C3AR1* expression in microglia, resulting in altered phagocytosis [64]. We previously demonstrated that ethanol induces the expression of the chemokine *CCL2* or *MCP-1* following acute ethanol exposure in adult rodents [65], as well as in animal models of fetal alcohol spectrum disorders (FASD) [66]. It is interesting that in the current study, ethanol induced the expression of *CCL2* as well the related chemokine *CCL7* or *MCP-3* in this chronic plus binge model. It should also be noted that transcriptomic changes were only evaluated at one timepoint, 24 h after the final ethanol exposure. 

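Ccl2 and Ccl7 lie next to each other on chromosome 11 of GRCm39, from 81926397 to 81928279 and from 81936532 to 81938351. Both were near the lower limit of the counts, with 3 to 6 counts of Ccl2 and 4 to 7 counts of Ccl7 in control mice, and 12 to 44 and 11 to 24 counts in ethanol mice, respectively. Ccl2 rose from 0.123 ± 0.0361 to 0.789 ± 0.427 CPM (SD, n = 5 each), a log2 fold change of 2.65 (SE 0.412, adjusted p = 0.000693). The log2 fold change of Ccl7 was 1.92 (SE 0.346, adjusted p = 0.00199). Neither gene passed a filter of at least 1 CPM in at least 5 mice. In 1 control mouse the Ccl2 count was 3, so the size of its fold change rests on few reads.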

Future studies may wish to evaluate transcriptomic changes at different times following the final ethanol exposure. It is also noteworthy that the other immune-related molecules we identified previously in this model were not indicated in the current study; this may be due to less sensitivity and smaller “n”, both of which are limitations that come with RNAseq when compared to quantitative real-time PCR [22].

Microglia are capable of responding to signals, resulting in activation and an altered phenotype. Our IPA analysis indicated that ethanol treatment resulted in microgliosis or microglial activation in the cerebellum. Upon activation, microglia have traditionally been hypothesized to undergo classical activation, resulting in a M1 pro-inflammatory phenotype, or alternative activation, resulting in an M2 anti-inflammatory or protective phenotype [67,68]. However, more recently it has become clear that microglial phenotypes are complex, and cannot be defined or categorized effectively using this simple binary system [69]. One recent nomenclature to distinguish microglial phenotype focuses on homeostatic versus neurodegenerative disease phenotypes. Under homeostatic conditions, microglia have a homeostatic phenotype, described by playing a role in synaptic plasticity and synaptogenesis, trophic support, chemotaxis and immune cell recruitment, and neurogenesis [37]. During insult to the CNS, microglia commonly lose their homeostatic signature and assume a chronic inflammatory signature [70,71,72]. Evaluation of the phenotype of microglia in a variety of neurodegenerative diseases have resulted in the identification of a common neurodegenerative disease-associated microglia phenotype [34,37,71,73]. In the current study, ethanol induced a microglia phenotypic switch in the cerebellum. This phenotypic switch was similar to that observed in neurodegenerative diseases, with a downregulation of homeostatic signature genes and an upregulation of neurodegenerative signature genes.

Astrocytes, like microglia, are capable of functioning in the innate immune response in the CNS. Once astrocytes are activated, commonly referred to as astrogliosis/astrocytosis, they produce cytokines and chemokines, nitric oxide, and other reactive oxygen species as part of an inflammatory response [74], Our IPA analysis indicated that ethanol treatment resulted in “astrocytosis”. Astrocytes were classically defined to respond to various stimuli to become reactive A1 astrocytes (neurotoxic or reactive A2 astrocytes) which are protective and neurotrophic [75,76]. However, as with microglia, this binary system of classifying reactive astrocytes appears inadequate to fully define and distinguish astrocyte phenotypes. More recently, Serrano-Pozo and colleagues performed a meta-analysis of mouse transcriptomic studies which resulted in a nomenclature that classified reactive astrocytes as being consistent with acute injury, chronic neurodegeneration, or pan-injury reactive astrocytes which exhibited characteristics of both acute injury and chronic neurodegenerative phenotypes [38]. In the current study, we determined that ethanol induced changes consistent with an acute injury astrocyte phenotype. Interestingly, LPS was previously shown to trigger an acute injury astrocyte phenotype [38]. ethanol has also been shown to activate TLR4 receptors, suggesting that ethanol-mediated neuroinflammation could occur in response to recruitment of TLR4 during alcohol use/abuse [77,78,79]. Therefore, we speculate that in this model of AUD, in the cerebellum, ethanol induces an acute injury astrocytic phenotype through the activation of TLR4, subsequently inducing an immune response.

Oligodendrocytes are responsible for forming a myelin sheath around axons of neurons in the CNS, facilitating the efficient propagation of action potentials [80]. OPCs are produced during embryogenesis, and migrate to their functional location wherein they differentiate into mature myelinating oligodendrocytes. Most myelination occurs at later stages of CNS development but can occur throughout life [81]. Ethanol has profound effects on the developing CNS and is believed to significantly contribute to the pathology associated with FASD, at least in part by altering myelination [82]. Ethanol also alters myelination in adults with AUD [83,84]. Ethanol is highly toxic to oligodendrocyte lineage cells, with OPCs being particularly susceptible [85,86]. Alcohol exposure is known to disrupt OPC differentiation and survival by decreasing the expression of platelet-derived growth factor receptor α (PDGFRα), a molecule crucial for differentiation of OPCs into mature oligodendrocytes [87]. 

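Pdgfra, the receptor gene named above, had 23.6 ± 1.58 CPM in control and 26.4 ± 6.60 CPM in ethanol mice (SD, n = 5 each), a log2 fold change of 0.16 that did not pass the threshold (SE 0.140, adjusted p = 0.502). It was 0.01 without ethanol mouse s3918, which had 36.9 CPM against 19.0 to 26.7 CPM in the other ethanol mice, and 0.26 without ethanol mouse s3917. The log2 fold changes of the OPC genes with an adjusted p of at most 0.05 ran from -1.10 to 1.04.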

In the current study, we found that adult chronic plus binge-like alcohol exposure depletes the expression of genes associated with both immature oligodendrocyte precursor cells as well as myelinating oligodendrocytes. Future studies are needed to determine the mechanism by which ethanol effects oligodendrocyte lineage cells and myelination in AUD.

## 5. Conclusions

The current study demonstrates that ethanol alters the transcriptomic profile in the adult cerebellum in a chronic plus binge model of AUD. The pathways altered by ethanol included those involved in immune response. Ethanol caused a shift in the expression of microglial-associated genes, with a decrease in homeostatic and an increase in chronic neurodegenerative-associated transcripts. Ethanol also increased the expression of astrocyte-associated genes common to acute injury. Finally, ethanol decreased the expression of genes associated with immature oligodendrocyte progenitor cells, as well as myelinating oligodendrocytes. These results provide clues about the mechanisms by which ethanol induces neuroinflammation and altered glial function in AUD.

## Figures and Tables

**Figure 1:**
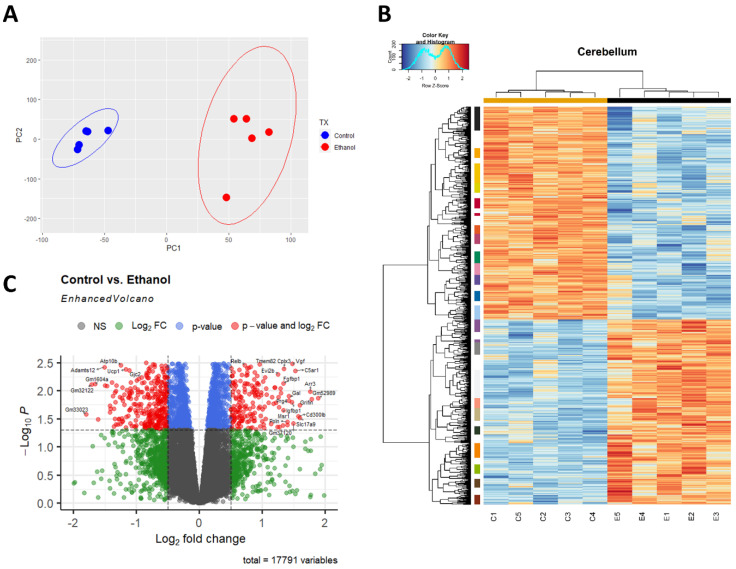
Ethanol-induced differential gene expression in the cerebellum. Principle component analysis (PCA) of genes contributing to variance between ethanol (E) and control (C) in the cerebellum were analyzed using R statistical software (**A**). A heatmap and hierarchical clustering dendrogram of relative gene expression across samples was constructed using R statistical software for significantly (adjusted *p* < 0.05) altered genes. Red indicates positive z-scores (upregulation) and blue indicates negative z-scores (downregulation) (**B**). The R *EnhancedVolcano* package was utilized to construct a volcano plot displaying fold change versus adjusted p-value of all detected genes in the cerebellum. 732 of 17,791 total identified transcripts displayed an adjusted *p* < 0.05 and Log_2_ fold change ≥0.5 or ≤−0.5, shown in red (**C**). *n* = 5 males per treatment group E or C.

**Figure 2:**
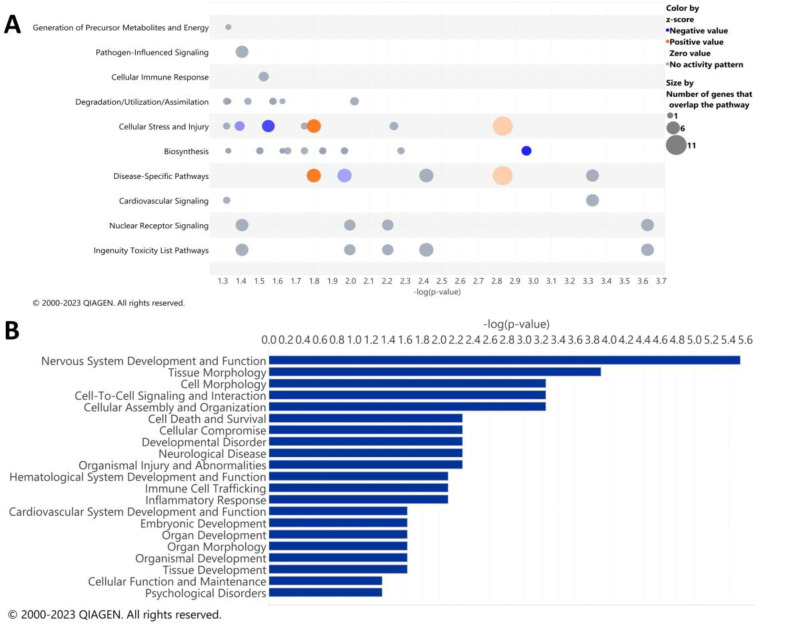
Top canonical pathways and top diseases and biological functions in the cerebellum altered by ethanol exposure. Qiagen Ingenuity Pathway Analysis (IPA) software was utilized to assess the top canonical pathways (**A**) and the top diseases and biological functions (**B**) altered by ethanol exposure using the “cerebellum” selected analysis settings. All analyses were restricted to genes with an adjusted *p* < 0.05 and Log_2_ fold change ≥ 0.5 or ≤−0.5. *n* = 5 males per treatment group E or C.

**Figure 3:**
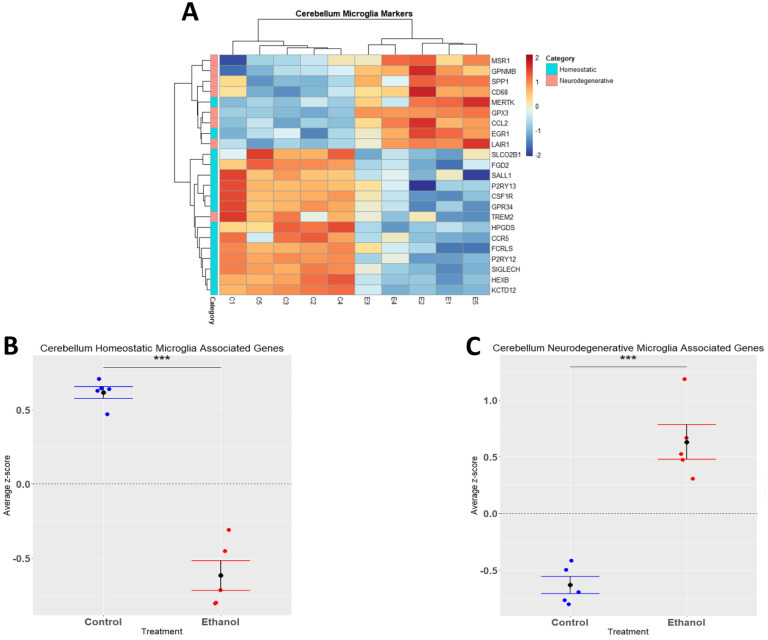
Microglia-associated genes altered by ethanol exposure in the cerebellum. R statistical software was utilized to construct a heatmap and hierarchical clustering dendrogram of relative gene expression across samples for significantly (adjusted *p* < 0.05) altered and categorized microglia-associated genes as detailed in Methods. Red indicates positive z-scores (upregulation) and blue indicates negative z-scores (downregulation) (**A**). Individual genes were z-scored across samples, followed by calculation of average z-score for each treatment group which was used for testing statistical significance in R with Student’s *t*-test. Quantification by average z-score of homeostatic microglia-associated genes (**B**) and neurodegenerative microglia-associated genes (**C**). *n* = 5 males per treatment group E or C; *** *p* < 0.001.

**Figure 4:**
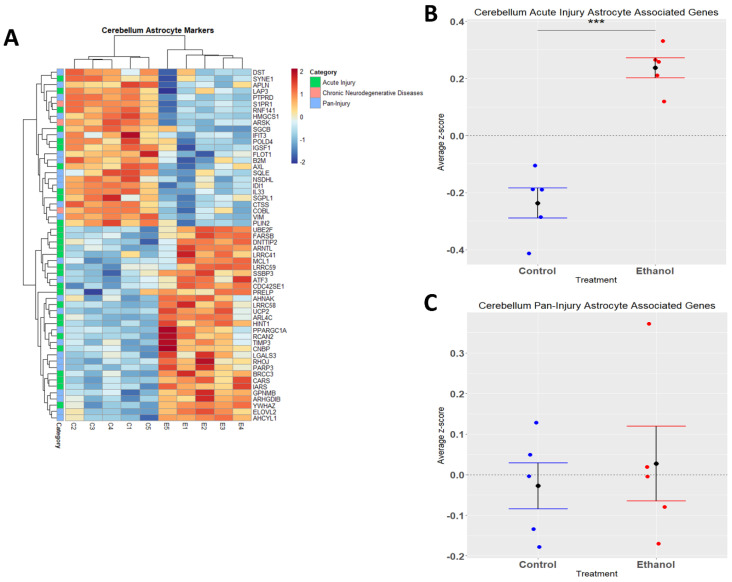
Astrocyte-associated genes altered by ethanol exposure in the cerebellum. R statistical software was utilized to construct a heatmap and hierarchical clustering dendrogram of relative gene expression across samples for significantly (adjusted *p* < 0.05) altered and categorized astrocyte-associated genes, as detailed in Methods. Red indicates positive z-scores (upregulation) and blue indicates negative z-scores (downregulation) (**A**). Individual genes were z-scored across samples, followed by calculation of the average z-score for each treatment group, which was used for testing statistical significance in R with Student’s *t*-test. Quantification by average z-score of acute injury astrocyte-associated genes (**B**) and pan-injury astrocyte-associated genes (**C**). Due to the small number of chronic neurodegenerative injury astrocyte-associated genes, no z-score graph was generated for this group; however, this group is further characterized in Table 3. *n* = 5 males per treatment group E or C; *** *p* < 0.001.

**Figure 5:**
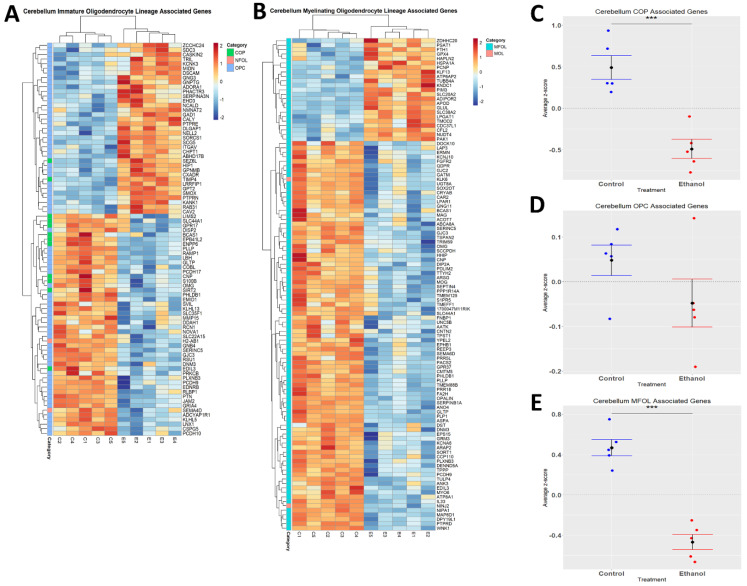
Alterations in oligodendrocyte lineage-associated genes by ethanol exposure in the cerebellum. R statistical software was utilized to construct a heatmap and hierarchical clustering dendrogram of relative gene expression across samples for significantly (adjusted *p* < 0.05) altered and categorized oligodendrocyte lineage-associated genes as detailed in Methods: immature oligodendrocyte lineage-associated genes (**A**) and myelinating oligodendrocyte lineage-associated genes (**B**) Red indicates positive z-scores (upregulation) and blue indicates negative z-scores (downregulation) (**A**,**B**). Individual genes were z-scored across samples, followed by calculation of average z-score for each treatment group, which was used for testing statistical significance in R with Student’s *t*-test. Quantification by average z-score of COP-associated genes (**C**), OPC-associated genes (**D**), and MFOL-associated genes in the cerebellum (**E**). Due to the small number of NFOL and MOL-associated genes, no z-score graph was generated for this group; however, this group is further characterized in Table 4. Abbreviations: OPC, oligodendrocyte precursor cell; COP, committed oligodendrocyte precursor; MFOL, myelin-forming oligodendrocyte; NFOL, newly formed oligodendrocyte; MOL, mature oligodendrocyte. *n* = 5 males per treatment group E or C; *** *p* < 0.001.

**Table 1:** Uncategorized microglia-associated genes dysregulated by ethanol exposure in the cerebellum. Genes were identified by cross-referencing our significantly (adjusted *p* < 0.05) differentially regulated gene list with the 822 microglia-associated genes extracted from previous studies [identified in [29,30,31,32,33]] (Supplemental Table S1A) using R statistical software, which identified 151 genes associated with microglia.

Symbol	LogFC	Adj. *p*	Symbol	LogFC	Adj. *p*	Symbol	LogFC	Adj. *p*	Symbol	LogFC	Adj. *p*	Symbol	LogFC	Adj. *p*
FOSB	2.81	0.0081	IFRD1	0.65	0.0001	SLC25A5	0.27	0.0010	CMTM6	−0.21	0.0438	PIK3CD	−0.50	0.0057
GPX3	2.68	1.77 × 10^−9^	ZFP36	0.62	0.0027	CCNL1	0.27	0.0035	MKNK1	−0.22	0.0422	CTSS	−0.51	0.0005
CCL2	2.44	0.0015	KLF4	0.60	0.0238	FTL1	0.26	0.0021	EDEM2	−0.23	0.0235	PLD4	−0.52	0.0208
CDKN1A	2.31	0.0007	ANXA3	0.58	0.0021	TMSB4X	0.26	0.0037	DOCK10	−0.23	0.0350	KCTD12	−0.53	1.79 × 10^−5^
FCNA	2.06	0.0028	ARHGDIB	0.54	0.0103	PTBP1	0.23	0.0289	RGS3	−0.23	0.0465	IFI203	−0.54	0.0313
MAFF	1.94	0.0002	IER3	0.50	0.0012	MYLIP	0.23	0.0321	TLN2	−0.24	0.0188	COL27A1	−0.54	0.0433
CCL7	1.81	0.0025	IER2	0.50	0.0318	BRD2	0.23	0.0038	SLC38A6	−0.24	0.0467	HPGDS	−0.60	0.0100
C5AR1	1.53	0.0044	PROS1	0.48	0.0116	KLF6	0.23	0.0368	PLXDC2	−0.24	0.0134	UNC93B1	−0.60	0.0014
GM3002	1.40	0.0405	ICAM1	0.46	0.0449	MCL1	0.21	0.0160	RGL2	−0.25	0.0089	TREM2	−0.62	0.0170
MSR1	1.34	0.0221	CFH	0.45	0.0092	PCF11	0.21	0.0071	PPCDC	−0.25	0.0401	ITGAM	−0.65	0.0010
EVI2B	1.25	0.0051	LAIR1	0.45	0.0055	CLTC	0.21	0.0070	SLC29A3	−0.25	0.0314	CCR5	−0.67	0.0274
LYVE1	1.22	0.0164	DUSP6	0.44	0.0070	CYFIP1	0.20	0.0136	ZFP90	−0.25	0.0257	SELPLG	−0.67	0.0003
UCP2	1.20	0.0088	REL	0.44	0.0343	ZCCHC2	0.20	0.0245	SLCO2B1	−0.28	0.0484	DSN1	−0.68	0.0116
CSRNP1	1.10	8.39 × 10^−6^	RGS2	0.43	0.0281	FMNL1	0.19	0.0425	CAMK1	−0.28	0.0040	IRF7	−0.70	0.0273
APOC1	1.05	0.0009	TSPO	0.42	0.0433	SERINC3	0.19	0.0467	GPR155	−0.28	0.0130	APOBEC1	−0.70	0.0296
SPP1	1.05	0.0315	ZFP36L2	0.41	0.0021	IL16	0.18	0.0149	TLR3	−0.30	0.0436	HK2	−0.77	0.0023
MERTK	1.00	0.0348	CD300A	0.41	0.0117	ARPC2	0.17	0.0203	AKR1B10	−0.30	0.0100	IFI27L2A	−0.77	0.0403
F13A1	0.98	0.0109	SAT1	0.41	0.0007	PCNA	0.17	0.0350	UBC	−0.31	0.0056	FGD2	−0.83	0.0048
SERPINB8	0.97	0.0282	1700017B05RIK	0.40	0.0163	UBE2J1	0.17	0.0384	AGO4	−0.32	0.0367	LY86	−0.84	0.0002
KLF10	0.95	0.0022	COTL1	0.39	0.0018	ELMO1	0.16	0.0220	APH1C	−0.35	0.0282	FCRLS	−0.85	0.0032
ATF3	0.94	0.0077	ATF4	0.39	0.0003	SEMA4D	−0.16	0.0484	EPB41L2	−0.35	0.0016	HPGD	−0.87	0.0004
HSPA1A	0.92	0.0054	SRGN	0.37	0.0237	ASAH1	−0.17	0.0333	LPCAT2	−0.35	0.0344	KLHL6	−0.95	0.0173
ARHGAP27	0.83	0.0001	ISYNA1	0.35	0.0247	B2M	−0.17	0.0416	ARHGAP11A	−0.37	0.0465	SIGLECH	−0.98	0.0005
SOCS3	0.81	0.0258	H3F3B	0.33	0.0072	LY6E	−0.19	0.0276	HEXB	−0.38	0.0003	OAS2	−0.98	0.0095
GPNMB	0.79	0.0039	PPP1R15A	0.31	0.0263	TPP1	−0.19	0.0097	CSF1R	−0.42	0.0020	P2RY12	−1.10	0.0001
PHYHD1	0.78	1.08 × 10^−5^	ARL4C	0.30	0.0029	SGPL1	−0.20	0.0388	MPEG1	−0.42	0.0088	CD74	−1.18	0.0001
CD68	0.73	0.0096	CCDC9	0.29	0.0047	IL6ST	−0.20	0.0219	GPR34	−0.43	0.0433	H2-AA	−1.55	0.0029
EGR1	0.72	0.0028	HERPUD1	0.28	0.0076	PMP22	−0.20	0.0479	CRYL1	−0.44	0.0130			
SPARC	0.71	2.21 × 10^−8^	SKI	0.28	0.0104	RRBP1	−0.20	0.0274	SALL1	−0.45	0.0173			
C3AR1	0.69	0.0154	SERPINF1	0.28	0.0375	AXL	−0.21	0.0334	RENBP	−0.46	0.0219			
SH2B2	0.68	0.0052	PTPRJ	0.27	0.0060	COMMD8	−0.21	0.0440	P2RY13	−0.48	0.0356			

**Table 2:** Categorized microglia-associated genes dysregulated by ethanol exposure in the cerebellum. The microglia-associated genes identified in our data set in Table 1 with an adjusted *p* < 0.05 and Log_2_ fold change ≥ 0.25 or ≤ −0.25 were further categorized as being homeostatic or neurodegenerative, as defined by previous studies [identified in [35,36,37]].

Homeostatic	LogFC	Adj. *p*	Neurodegenerative	LogFC	Adj. *p*
MERTK	1.00	0.0348	GPX3	2.68	1.77 × 10^−9^
EGR1	0.72	0.0028	CCL2	2.44	0.0015
SLCO2B1	−0.28	0.0484	MSR1	1.34	0.0221
HEXB	−0.38	0.0003	SPP1	1.05	0.0315
CSF1R	−0.42	0.0020	GPNMB	0.79	0.0039
GPR34	−0.43	0.0433	CD68	0.73	0.0096
SALL1	−0.45	0.0173	LAIR1	0.45	0.0055
P2RY13	−0.48	0.0356	TREM2	−0.62	0.0170
KCTD12	−0.53	1.79 × 10^−5^			
Hpgds	−0.60	0.0100			
CCR5	−0.67	0.0274			
FGD2	−0.83	0.0048			
FCRLS	−0.85	0.0032			
Siglech	−0.98	0.0005			
P2RY12	−1.10	0.0001			

**Table 3:** Categorized astrocyte-associated genes dysregulated by ethanol exposure in the cerebellum. Genes were identified by cross-referencing our significantly (adjusted *p* < 0.05) differentially regulated gene list with the list of 309 astrocyte-associated genes extracted from a previous study [identified in [38]] (Supplemental Table S2) using R statistical software. The astrocyte-associated genes identified in our dataset were then further categorized as being associated with acute injury, chronic neurodegenerative diseases, or pan-injury, as described in a previous study [38].

Acute Injury	LogFC	Adj. *p*	Pan Astrocytic	LogFC	Adj. *p*	Chronic Neurodegenerative Diseases	LogFC	Adj. *p*
RCAN2	0.40	0.0091	UCP2	1.20	0.0088	S1PR1	−0.33	0.0006
Lrrc58	0.31	0.0036	ATF3	0.94	0.0077	ARSK	−0.33	0.0089
ARL4C	0.30	0.0029	GPNMB	0.79	0.0039	COBL	−0.47	0.0172
PRELP	0.27	0.0368	LGALS3	0.67	0.0282			
YWHAZ	0.26	0.0014	ARHGDIB	0.54	0.0103			
DNTTIP2	0.24	0.0244	RHOJ	0.46	0.0117			
CDC42SE1	0.23	0.0082	PARP3	0.45	0.0065			
HINT1	0.22	0.0040	TIMP3	0.38	0.0216			
CARS	0.22	0.0079	AHNAK	0.33	0.0173			
IARS	0.21	0.0097	PPARGC1A	0.26	0.0276			
ARNTL	0.19	0.0240	ELOVL2	0.25	0.0113			
LRRC41	0.19	0.0461	MCL1	0.21	0.0160			
SSBP3	0.19	0.0202	AHCYL1	0.16	0.0148			
BRCC3	0.19	0.0288	B2M	−0.17	0.0416			
LRRC59	0.18	0.0391	DST	−0.21	0.0280			
UBE2F	0.18	0.0219	SQLE	−0.27	0.0246			
FARSB	0.16	0.0366	APLN	−0.28	0.0433			
CNBP	0.14	0.0482	PTPRD	−0.33	0.0006			
SGPL1	−0.20	0.0388	FLOT1	−0.33	0.0116			
AXL	−0.21	0.0334	NSDHL	−0.35	0.0137			
LAP3	−0.21	0.0321	HMGCS1	−0.43	0.0002			
SGCB	−0.21	0.0213	CTSS	−0.51	0.0005			
RNF141	−0.27	0.0039	VIM	−0.51	1.91 × 10^−5^			
SYNE1	−0.30	0.0102	IDI1	−0.55	0.0009			
POLD4	−0.34	0.0375	IFIT3	−0.75	0.0360			
PLIN2	−0.38	0.0084							
IL33	−0.91	0.0001							
IGSF1	−0.92	0.0057							

**Table 4:** Categorized oligodendrocyte lineage-associated genes dysregulated by ethanol exposure in the cerebellum. Genes were identified by cross-referencing our significantly (adjusted *p* < 0.05) differentially regulated gene list with the list of OPC, COP, NFOL, MFOL and MOL-associated genes [identified in [29,30,39]] (Supplemental Table S3) using R statistical software.

OPC	LogFC		Adj. *p*	OPC		LogFC	Adj. *p*	OPC			LogFC	Adj. *p*		OPC	LogFC			Adj. *p*
PTPRN	1.03		0.0011	GNG3		0.27	0.0053	PRKCB			−0.17	0.0390		LNX1	−0.37			0.0017
SERPINA3N	0.98		0.0120	DSCAM		0.27	0.0173	DNM3			−0.18	0.0334		RSU1	−0.40			0.0007
SMOX	0.90		0.0001	NMNAT2		0.26	0.0130	DISP2			−0.18	0.0349		JAM2	−0.41			0.0006
GPNMB	0.79		0.0039	CXADR		0.25	0.0102	DDAH1			−0.20	0.0476		PHLDB1	−0.42			0.0004
SORCS1	0.60		0.0003	ABHD17B		0.25	0.0113	PCDH9			−0.22	0.0174		LBH	−0.44			0.0002
MIDN	0.42		0.0088	SCG5		0.25	0.0033	PCDH10			−0.23	0.0301		RAMP1	−0.45			0.0003
TRIL	0.39		0.0116	CHPT1		0.24	0.0110	OMG			−0.23	0.0191		EDNRB	−0.47			0.0027
HIP1	0.35		0.0003	PHACTR3		0.24	0.0278	SLC35F1			−0.24	0.0275		COBL	−0.47			0.0172
KANK1	0.33		0.0160	EHD3		0.23	0.0139	SLC22A15			−0.24	0.0188		GLTP	−0.48			0.0006
ITGAV	0.33		0.0034	DLGAP1		0.20	0.0124	PCDH17			−0.25	0.0235		GJC3	−0.48			0.0001
CALY	0.32		0.0021	ADORA1		0.20	0.0151	ADCYAP1R1			−0.25	0.0029		PTN	−0.52			0.0002
GPT2	0.31		0.0014	ZCCHC24		0.20	0.0245	SVIL			−0.26	0.0391		PLXNB3	−0.52			0.0105
CASKIN2	0.31		0.0163	PTPRE		0.20	0.0168	KLHL5			−0.27	0.0075		MMP15	−0.56			0.0239
KCNK3	0.30		0.0130	RAB31		0.19	0.0231	GRIA4			−0.29	0.0018		RCN1	−0.65			0.0103
NCALD	0.30		0.0041	NELL2		0.19	0.0125	SERINC5			−0.30	0.0016		RLBP1	−0.78			0.0021
LRRFIP1	0.29		0.0024	GNPTG		0.18	0.0202	KLHL13			−0.31	0.0113		EMID1	−0.84			0.0013
CAV2	0.28		0.0473	GAD1		0.15	0.0246	CSPG5			−0.34	0.0086		PLLP	−1.11			0.0001
SDC3	0.28		0.0411	NOVA1		−0.16	0.0402	GNB4			−0.35	0.0008						
**COP**			**LogFC**			**Adj. *p***				**NFOL**				**LogFC**		**Adj. *p***		
TIMP4			0.42			0.0001				H2-AB1				−1.38		0.0007		
SEZ6L			0.40			0.0005				SEMA4D				−0.16		0.0484		
SIRT2			−0.16			0.0479												
SLC44A1			−0.18			0.0460												
EDIL3			−0.20			0.0247												
S100B			−0.24			0.0080												
BCAS1			−0.28			0.0412												
CNP			−0.30			0.0066												
GPR17			−0.33			0.0116												
EPB41L2			−0.35			0.0016												
LIMS2			−0.38			0.0468												
ENPP6			−0.53			0.0036												
**MFOL**	**LogFC**	**Adj. *p***	**MFOL**	**LogFC**	**Adj. *p***	**MFOL**		**LogFC**	**Adj. *p***	**MFOL**			**LogFC**	**Adj. *p***	**MOL**		**LogFC**	**Adj. *p***
APOD	1.66	0.0001	LAP3	−0.21	0.0321	SEPTIN4		−0.35	0.0005	UGT8A			−1.16	0.0020	NINJ2		−1.88	0.0005
HSPA1A	0.92	0.0054	ATP8A1	−0.21	0.0091	ERMN		−0.37	0.0346	SERPINB1A			−1.28	3.22 × 10^−5^	KLK6		−1.04	0.0016
ADIPOR2	0.90	0.0018	SCCPDH	−0.21	0.0377	MAG		−0.39	0.0346	OPALIN			−2.33	6.07 × 10^−7^				
GLUL	0.79	0.0010	FGFR2	−0.21	0.0362	QDPR		−0.41	0.0029									
PIM3	0.64	0.0005	FNBP1	−0.21	0.0116	PHLDB1		−0.42	0.0004									
KLF13	0.53	0.0001	CCP110	−0.22	0.0142	MAP6D1		−0.43	0.0002									
HAPLN2	0.42	0.0267	DIP2A	−0.22	0.0113	CRYAB		−0.43	0.0445									
TUBB4A	0.41	0.0036	PCDH9	−0.22	0.0174	ABCA8A		−0.46	0.0122									
FTH1	0.39	0.0054	TPST1	−0.23	0.0279	GNG11		−0.46	0.0049									
KNDC1	0.39	0.0335	DOCK10	−0.23	0.0350	NIPA1		−0.47	0.0001									
SLC38A2	0.34	0.0003	CNTN2	−0.23	0.0218	GLTP		−0.48	0.0006									
SLC20A2	0.30	0.0013	TULP4	−0.23	0.0022	GPR37		−0.48	0.0005									
CFL2	0.28	0.0040	OMG	−0.23	0.0191	GJC3		−0.48	0.0001									
ZDHHC20	0.24	0.0249	EPS15	−0.24	0.0189	CAR2		−0.50	0.0010									
NUDT4	0.24	0.0047	ARAP2	−0.24	0.0130	PRR5L		−0.50	0.0043									
LPGAT1	0.21	0.0097	AATK	−0.25	0.0321	ANO4		−0.50	0.0010									
PAK1	0.21	0.0071	SEMA6D	−0.25	0.0062	ARSG		−0.52	0.0029									
TMOD2	0.20	0.0160	KCNA6	−0.27	0.0047	PLXNB3		−0.52	0.0105									
GPX4	0.20	0.0175	GATM	−0.27	0.0091	1700047M11RIK		−0.53	0.0012									
PSAT1	0.19	0.0409	BCAS1	−0.28	0.0412	LPAR1		−0.54	0.0012									
PCNP	0.18	0.0231	S1PR5	−0.29	0.0214	TMEM88B		−0.56	0.0002									
CDC37L1	0.16	0.0424	GRM3	−0.29	0.0346	CMTM5		−0.59	0.0017									
ATP6AP2	0.16	0.0309	EPHB1	−0.29	0.0059	FA2H		−0.67	0.0004									
DENND5A	−0.16	0.0239	UNC5B	−0.29	0.0226	ASPA		−0.67	0.0001									
ACOT7	−0.17	0.0496	TMEFF1	−0.30	0.0304	HHIP		−0.73	0.0033									
MYO6	−0.17	0.0271	SERINC5	−0.30	0.0016	TMEM125		−0.75	0.0102									
SLC44A1	−0.18	0.0460	CNP	−0.30	0.0066	SOX2OT		−0.85	0.0052									
SORT1	−0.18	0.0127	TTYH2	−0.31	0.0053	PPP1R14A		−0.86	0.0011									
DNM3	−0.18	0.0334	TPPP	−0.32	0.0026	MOG		−0.86	0.0010									
ANK3	−0.19	0.0130	TRIM59	−0.33	0.0334	PDLIM2		−0.87	0.0014									
YPEL2	−0.20	0.0410	REEP3	−0.33	0.0022	IL33		−0.91	0.0001									
EDIL3	−0.20	0.0247	PTPRD	−0.33	0.0006	PRR18		−0.91	0.0003									
KCNJ10	−0.20	0.0348	PACS2	−0.34	0.0008	PLP1		−1.07	5.01 × 10^−7^									
WNK1	−0.20	0.0039	DPY19L1	−0.34	0.0012	PLLP		−1.11	0.0001									
DST	−0.21	0.0280	TSPAN2	−0.35	0.0008	GJC2		−1.11	0.0043									

**Table 5:** Tabular descriptions of the top canonical pathway categories, including pathway names, p-values, and indicated molecules. Qiagen Ingenuity Pathway Analysis (IPA) software was utilized to assess the top canonical pathways altered by ethanol exposure using the “cerebellum” selected analysis settings. All analyses were restricted to genes with an adjusted *p* < 0.05 and Log_2_ fold change ≥0.5 or ≤−0.5.

Pathway Category	Pathway Name	*p*-Value	Molecules
Generation of precursor metabolites and energy	Glycerol-3-phosphate shuttle	0.0469	GPD1
Pathogen-influenced signaling	LPS/IL-1 mediated inhibition of RXR function	0.0400	CHST7, GSTM5, IL33, RARA, SMOX, SREBF1
Cellular immune response	Granulocyte adhesion and diapedesis	0.0303	C5AR1, IL33, SDC4, SELPLG
Degradation/utilization/assimilation	Tryptophan degradation X	0.0481	AKR1B10, SMOX
	Glycerol degradation I	0.0469	GPD1
	Dopamine degradation	0.0368	SMOX, Sult1a1
	Acetone degradation I (to Methylglyoxal)	0.0268	AKR1B10, CYP51A1
	Spermine and spermidine degradation I	0.0237	SMOX
Cellular stress and injury	Intrinsic prothrombin activation pathway	0.0481	COL5A3, KLK6
	GP6 signaling pathway	0.0388	COL16A1, COL27A1, COL5A1, COL5A3
	Wound-healing signaling pathway	0.0288	COL16A1, COL27A1, COL5A1, COL5A3, IL33, VIM
	Coagulation system	0.0181	F3, VWF
	Osteoarthritis pathway	0.0163	ANXA2, FGFR3, GREM1, HES1, HTRA1, SDC4, SPP1
	Apelin liver signaling pathway	0.0059	AGT, COL5A3, EDN1
	Pulomary fibrosis idiopathic signaling pathway	0.0015	CCN2, COL16A1, COL27A1, COL5A1, COL5A3, EDN1, EGR1, FGFR3, HES1, LPAR1, VIM
Biosynthesis	Trans, trans-faresyl diphosphate biosynthesis	0.0469	IDI1
	Cholesterol biosynthesis III (via desmosterol)	0.0316	CYP51A1, MSMO1
	Glutamine biosynthesis I	0.0237	GLUL
	Superpathway of citrulline metabolism	0.0223	ASL, PRODH
	Γ-linolenate biosynthesis II	0.0181	FADS1, FADS2
	Superpathway of geranylgeranyldiphosphate biosynthesis I (via mevalonate)	0.0143	ACAT2, IDI1
	Mevalonate pathway I	0.0109	ACAT2, IDI1
	Zymosterol biosynthesis	0.0054	CYP51A1, MSMO1
	Superpathway of cholesterol biosynthesis	0.0011	ACAT2, CYP51A1, IDI1, MSMO1
Disease-specific pathway	Osteoarthritis pathway	0.0163	ANXA2, FGFR3, GREM1, HES1, HTRA1, SDC4, SPP1
	Pathogen-induced cytokine storm signaling pathway	0.0111	COL16A1, COL27A1, COL5A1, COL5A3, DHX58, IL33, SOCS3
	Hepatic fibrosis/hepatic stellate cell activation	0.0040	AGT, CCN2, COL16A1, COL27A1, COL5A1, COL5A3, EDN1
	Pulomary fibrosis idiopathic signaling pathway	0.0015	CCN2, COL16A1, COL27A1, COL5A1, COL5A3, EDN1, EGR1, FGFR3, HES1, LPAR1, VIM
	Atherosclerosis signaling	0.0005	APOD, COL5A3, F3, IL33, SELPLG, TNFRSF12A
Cardiovascular signaling	Intrinsic prothrombin activation pathway	0.0481	COL5A3, KLK6
	Atherosclerosis signaling	0.0005	APOD, COL5A3, F3, IL33, SELPLG, TNFRSF12A
Nuclear receptor signaling	LPS/IL-1 mediated inhibition of RXR function	0.0400	CHST7, GSTM5, IL33, RARA, SMOX, SREBF1
	LXR/RXR activation	0.0103	AGT, APOD, CYP51A1, IL33, SREBF1
	FXR/RXR activation	0.0064	AGT, APOD, IL33, RARA, SREBF1
	VDR/RXR activation	0.0002	CDKN1A, HES1, IGFBP1, KLF4, KLK6, SPP1
Ingenuity toxicity list pathways	LPS/IL-1 mediated inhibition of RXR function	0.0400	CHST7, GSTM5, IL33, RARA, SMOX, SREBF1
	LXR/RXR activation	0.0103	AGT, APOD, CYP51A1, IL33, SREBF1
	FXR/RXR activation	0.0064	AGT, APOD, IL33, RARA, SREBF1
	Hepatic fibrosis/hepatic stellate cell activation	0.0040	AGT, CCN2, COL16A1, COL27A1, COL5A1, COL5A3, EDN1
	VDR/RXR activation	0.0002	CDKN1A, HES1, IGFBP1, KLF4, KLK6, SPP1

**Table 6:** Tabular descriptions of the disease and biological function categories, including annotation, *p*-value, and indicated molecules. Qiagen Ingenuity Pathway Analysis (IPA) software was utilized to assess the top diseases and biological functions altered by ethanol exposure using the “cerebellum” selected analysis settings. All analyses were restricted to genes with an adjusted *p* < 0.05 and Log_2_ fold change ≥ 0.5 or ≤−0.5.

Categories	Disease or Function Annotation	*p*-Value	Molecules
Nervous system development and function	Myelination	2.88 × 10^−6^	ASPA, FGFR3, GJB6, GJC2, HPGDS
Nervous system development and function, tissue Morphology	Quantity of oligodendrocytes	0.000125	FGFR3, GJB6, GJC2
Cell-to-cell signaling and interaction	Coupling of oligodendrocytes	0.000556	GJB6, GJC2
Cell morphology, cellular assembly and organization, nervous system development and function, tissue morphology	Thickness of myelin sheath	0.000556	GJB6, GJC2
Cell-to-cell signaling and interaction	Coupling of astrocytes	0.000556	GJB6, GJC2
Cellular assembly and organization	Formation of vacuole	0.00164	GJB6, GJC2
Developmental disorder, nervous system development and function, neurological disease, organismal injury and abnormalities	Demyelination of cerebellum	0.0053	ASPA, HPGDS
Cell death and survival, cellular compromise, neurological disease, organismal injury and abnormalities, tissue morphology	Neurodegeneration of axons	0.0053	ASPA, SPTSSB
Tissue morphology	Quantity of cells	0.00738	ARSG, ASPA, FGFR3, GJB6, GJC2, NRN1
Cell-to-cell signaling and interaction, hematological system development and function, immune cell trafficking, inflammatory response, nervous system development and function	Activation of microglia	0.00783	GJB6, GJC2
Nervous system development and function	Morphology of nervous system	0.011	ARSG, FA2H, GJB6, GJC2, MERTK, PLP1, RARA, TBATA, UGT8, ZIC4
Nervous system development and function, tissue morphology	Morphology of nervous tissue	0.0126	ARSG, FA2H, GJB6, GJC2, PLP1, TBATA, UGT8
Cellular compromise, neurological disease, organismal injury and abnormalities	Damage of axons	0.0236	SOCS3
Cell-to-cell signaling and interaction, nervous system development and function	Synaptic transmission of Bergmann glia	0.0236	SLC1A6
Embryonic development, nervous system development and function, organ development, organismal development, tissue development	Delay in myelination of cerebellum	0.0236	FGFR3
Cardiovascular system development and function, nervous system development and function, organ morphology, tissue morphology	Permeability of blood–brain barrier	0.0236	MOG
Nervous system development and function, neurological disease, organismal injury and abnormalities	Abnormal morphology of nervous system	0.0314	ARSG, FA2H, MERTK, PLP1, RARA, TBATA, UGT8, ZIC4
Cellular assembly and organization, cellular function and maintenance, nervous system development and function, tissue morphology	Quantity of dendrites	0.0467	NRN1
Neurological disease, organismal injury and abnormalities, psychological disorders	Spongy degeneration of central nervous system of white matter	0.0467	ASPA
Neurological disease, organismal injury and abnormalities	Astrocytosis of cerebellum	0.0467	HPGDS

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [88] and are accessible through GEO Series accession number GSE222445 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222445, accessed on 24 February 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2073-4409/12/5/745/s1. Table S1A. Microglia associated genes [identified in [29,30,31,32,33]], Table S1B. Microglia homeostatic genes [identified in [35] and [37]], Table S1C. Common microglia genes affected during disease states [identified in [35,36,37]], Table S2. Categorized astrocyte associated genes [identified in [38]], Table S3. Categorized oligodendrocyte associated genes [identified in [29,30,39]].

# Supplementary material for: Cerebellar Transcriptomic Analysis in a Chronic plus Binge Mouse Model of Alcohol Use Disorder Demonstrates Ethanol-Induced Neuroinflammation and Altered Glial Gene Expression
**Source:** Cells. 2023 Feb 25;12(5):745. doi: 10.3390/cells12050745
**Supplement:** Supplementary file 1

Table S1A. Microglia associated genes [identified in (29-33)].

|               |           |          |         |         |           |               |               |         |               |           |           |
|---------------|-----------|----------|---------|---------|-----------|---------------|---------------|---------|---------------|-----------|-----------|
| 0610040J01RIK | AFTPH     | ARHGDIB  | C1QB    | CD200R1 | CLEC5A    | CXCL10        | DOK3          | EVI2B   | FTL1          | GPR160    | HK2       |
| 1700017B05RIK | AGO4      | ARHGEF6  | C1QC    | CD209F  | CLIC1     | CXCL16        | DRAM1         | F11R    | FYB           | GPR183    | HK3       |
| 1810011H11RIK | AHR       | ARL4C    | C3AR1   | CD209G  | CLIP1     | CXCL2         | DSE           | F13A1   | G530011O06RIK | GPR34     | HMGA2-PS1 |
| 4632428N05RIK | AI607873  | ARPC1B   | C5AR1   | CD2AP   | CLTA      | CYBA          | DSN1          | FAM102B | GAL3ST4       | GPR65     | HMHA1     |
| 4933406I18RIK | AI662270  | ARPC2    | CAMK1   | CD300A  | CLTC      | CYBB          | DTX2          | FAM105A | GALNT12       | GPR84     | HMHA1     |
| 5430427O19RIK | AIF1      | ARRB2    | CAPN3   | CD33    | CMAH      | CYFIP1        | DTX4          | FAM111A | GAS6          | GPX1      | HMOX1     |
| 6230400D17RIK | AIM2      | ARRB2    | CAPZA2  | CD34    | CMTM6     | CYSLTR1       | DUSP1         | FAM134B | GCNT1         | GPX3      | HPGD      |
| 9830001H06RIK | AKAP13    | ARSB     | CASP1   | CD36    | COL27A1   | CYTH4         | DUSP6         | FAM46A  | GDF15         | GRAP      | HPGDS     |
| A630001G21RIK | AKR1B10   | ASAH1    | CASP4   | CD37    | COMMD8    | CYTH4         | E230029C05RIK | FAM46C  | GDI2          | GRN       | HPS3      |
| AB124611      | ALOX5     | ASAP1    | CASP8   | CD48    | COPS4     | D15ERTD621E   | EBI3          | FAM49B  | GDPD3         | GTF2H2    | HPS4      |
| ABCA1         | ALOX5AP   | ASPH     | CASS4   | CD53    | CORO1A    | D17H6S56E-5   | EDEM1         | FAU     | GEM           | GUSB      | HSPA1A    |
| ABCA9         | AMDHD2    | ATF3     | CBFA2T3 | CD68    | COTL1     | D830030K20RIK | EDEM2         | FBXW4   | GINS2         | H2-AA     | HSPA1B    |
| ABCB1B        | ANG       | ATF4     | CBR2    | CD82    | CRADD     | DAB2          | EFHD2         | FCER1G  | GIT2          | H2-D1     | HSPA5     |
| ABCC3         | ANGPTL7   | AXL      | CCDC50  | CD83    | CREG1     | DAGLB         | EGR1          | FCGR1   | GM10336       | H2-DMB1   | HSPB1     |
| ABCD2         | ANXA3     | B2M      | CCDC86  | CD84    | CRYL1     | DAZAP2        | EGR2          | FCGR2B  | GM13139       | H2-K1     | HVCN1     |
| ABHD12        | AP1B1     | BAZ1A    | CCDC88B | CD86    | CSF1R     | DCLRE1C       | EHBP1L1       | FCGR3   | GM13476       | H2-Q10    | ICAM1     |
| ABHD15        | APAF1     | BC035044 | CCDC9   | CDKN1A  | CSF2RB    | DDX26B        | EHD1          | FCNA    | GM14548       | H2-Q2     | IER2      |
| ABI3          | APBB1IP   | BCL2A1B  | CCL12   | CEBPA   | CSF3R     | DDX3X         | EHD4          | FCRLS   | GM20605       | H2-T23    | IER3      |
| ABL1          | APH1C     | BCL2A1C  | CCL2    | CEBPB   | CSK       | DDX5          | EIF5          | FERMT3  | GM2382        | H3F3B     | IER5      |
| ACP2          | APOBEC1   | BHLHE41  | CCL24   | CENPF   | CSRNP1    | DENND1B       | ELF1          | FEZ2    | GM3002        | H60C      | IFFO1     |
| ACP5          | APOBEC3   | BID      | CCL3    | CEP110  | CST3      | DENND1C       | ELK3          | FGD2    | GM5086        | HAVCR2    | IFI202B   |
| ACVR1         | APOC1     | BIN1     | CCL4    | CERK    | CTSA      | DENND4A       | ELMO1         | FMNL1   | GM6377        | HCK       | IFI203    |
| ADA           | ARAP3     | BIN2     | CCL6    | CFH     | CTSB      | DHDH          | ELMSAN1       | FMNL3   | GM8615        | HCLS1     | IFI204    |
| ADAM10        | ARHGAP11A | BLNK     | CCL7    | CFHR2   | CTSC      | DHRS3         | EML3          | FMO5    | GMFG          | HERC2     | IFI27L2A  |
| ADAM15        | ARHGAP17  | BLVRA    | CCL9    | CFP     | CTSD      | DIAP2         | EMR1          | FNDC3A  | GNG10         | HERPUD1   | IFNAR2    |
| ADAM17        | ARHGAP19  | BLVRB    | CCNL1   | CH25H   | CTSH      | DNAJB1        | ENG           | FNIP2   | GNGT2         | HEXA      | IFNGR1    |
| ADAM33        | ARHGAP25  | BMP2     | CCR1    | CITED2  | CTSL      | DNAJB4        | ENTPD1        | FOLR2   | GNPDA1        | HEXB      | IFNGR2    |
| ADAMTS1       | ARHGAP27  | BRD2     | CCR5    | CLCN5   | CTSS      | DNASE2A       | EPB41L2       | FOS     | GNS           | HFE       | IFRD1     |
| ADAP2         | ARHGAP30  | BTG1     | CCRL2   | CLEC10A | CTSZ      | DNM2          | EPSTI1        | FOSB    | GOLM1         | HHEX      | IGSF6     |
| ADCY7         | ARHGAP39  | BTG2     | CD14    | CLEC4A2 | CTTNBP2NL | DOCK10        | ERP29         | FRMD4A  | GP49A         | HIST1H2AE | IKZF1     |
| ADRB2         | ARHGAP4   | BTK      | CD163   | CLEC4A3 | CX3CR1    | DOCK2         | ETHE1         | FRRS1   | GPNMB         | HIST1H3I  | IL10RA    |
| AF251705      | ARHGAP5   | C1QA     | CD164   | CLEC4N  | CXCL1     | DOCK8         | EVI2A         | FSCN1   | GPR155        | HIST2H2BB | IL16      |

|          |          |          |          |         |          |          |           |          |         |         |           |          |         |
|----------|----------|----------|----------|---------|----------|----------|-----------|----------|---------|---------|-----------|----------|---------|
| IL17RA   | KLF6     | LY96     | MILR1    | NCKAP1L | P2RX7    | PLOD3    | PYCARD    | RNF19B   | SH2B2   | SNX2    | TBXAS1    | TNFRSF21 | VCAN    |
| IL18BP   | KLHL6    | LYL1     | MIR1903  | NCKAP5L | P2RY12   | PLXDC2   | PYROXD2   | RNF19B   | SH2B3   | SNX5    | TCIRG1    | TNFSF9   | WDFY4   |
| IL1A     | KRCC1    | LYN      | MIR692-1 | NCOA3   | P2RY13   | PMEP A1  | RAB11FIP5 | RNU12    | SH3BP1  | SOCS3   | TCN2      | TOR1AIP1 | WFDC17  |
| IL1B     | LAIR1    | LYVE1    | MKI67    | NDST2   | P2RY6    | PMF1     | RAB32     | RP2H     | SH3GLB1 | SP110   | TFEC      | TPM3     | WSB1    |
| IL4RA    | LAPTM5   | LYZ1     | MKNK1    | NEK6    | PACSIN2  | PMP22    | RAB39     | RPL35A   | SHCBP1  | SPARC   | TGFBI     | TPP1     | WWP1    |
| IL6RA    | LAT2     | LYZ2     | MLEC     | NEURL3  | PAG1     | PNP      | RAB3IL1   | RPLP1    | SIGLECH | SPI1    | TGFB R1   | TREM2    | XBP1    |
| IL6ST    | LCP1     | MAF      | MLXIPL   | NFAM1   | PALD1    | PNRC1    | RAB43     | RPS6KA1  | SIPA1   | SPIDR   | TGFB R2   | TRIB1    | XLR     |
| IL7R     | LCP2     | MAFB     | MLXIPL   | NFATC2  | PAOX     | POLA1    | RAB8B     | RRBP1    | SIRPA   | SPP1    | TGIF1     | TRIM21   | YWHAH   |
| INPP5D   | LEPREL1  | MAFF     | MNDA     | NFE2L2  | PARVG    | POU2F2   | RAC2      | RRP1B    | SKAP2   | SPTY2D1 | TIFAB     | TRIM47   | ZC3H12C |
| IRAK4    | LGALS3BP | MAML1    | MOCOS    | NFKB1   | PCF11    | PPCDC    | RAD51AP1  | RTN4RL1  | SKI     | SRGAP2  | TIMP2     | TSC22D3  | ZCCHC2  |
| IRF1     | LGALS9   | MAN1C1   | MORC3    | NFKBIA  | PDE3B    | PPFIA4   | RAP1B     | SALL1    | SKIL    | SRGAP2  | TLN1      | TSLP     | ZFAND5  |
| IRF2BPL  | LGMN     | MAN2B1   | MPEG1    | NFKBID  | PDGFB    | PPP1R15A | RAP1GDS1  | SALL3    | SLA     | SRGN    | TLN2      | TSPAN14  | ZFHX3   |
| IRF5     | LHFPL2   | MAP2K1   | MPP1     | NFKBIZ  | PF4      | PPP1R18  | RASGRP3   | SAMSN1   | SLAMF9  | SRSF5   | TLR13     | TSPO     | ZFP110  |
| IRF7     | LILRA5   | MAP3K14  | MRC1     | NFXL1   | PHF15    | PRCP     | RBPJ      | SASH3    | SLC11A1 | SSH2    | TLR2      | TUBA1C   | ZFP36   |
| IRF8     | LILRB4   | MAP3K8   | MS4A6B   | NHLRC3  | PHYHD1   | PRKAB1   | RCAN1     | SAT1     | SLC15A3 | ST3GAL5 | TLR3      | TUBB6    | ZFP36L1 |
| ISYNA1   | LIMD2    | MAPK14   | MS4A6C   | NINJ1   | PICALM   | PRKCD    | RCBTB2    | SBNO2    | SLC16A6 | ST3GAL6 | TLR7      | TUBGCP5  | ZFP36L2 |
| ITGAM    | LIMS1    | MAPKAPK2 | MS4A6D   | NLRP3   | PIK3CD   | PROS1    | REL       | SCAMP2   | SLC25A5 | STAB1   | TMCO4     | TUFT1    | ZFP467  |
| ITGB2    | LMO2     | MARCKS   | MS4A7    | NMT1    | PIK3CG   | PRPSAP2  | RENB P    | SCEL     | SLC29A3 | STAB1   | TMEM106A  | TXNIP    | ZFP568  |
| ITGB5    | LPAR6    | MASP2    | MSN      | NNT     | PIK3R5   | PSAP     | RGL2      | SCOC     | SLC2A5  | STAG3   | TMEM119   | TYMS     | ZFP710  |
| ITM2B    | LPCAT2   | MB21D1   | MSR1     | NPL     | PIP4K2A  | PSMB8    | RGS1      | SCPEP1   | SLC37A2 | STARD3  | TMEM173   | TYROBP   | ZFP90   |
| ITSN1    | LPCAT3   | MBNL1    | MTDH     | NRP1    | PIRA4    | PTAFR    | RGS10     | SELPLG   | SLC38A6 | STK10   | TMEM55B   | UAP1L1   | ZSWIM6  |
| IVNS1ABP | LPIN2    | MCFD2    | MTR      | NRROS   | PIRB     | PTBP1    | RGS19     | SEMA4D   | SLC7A7  | STK3    | TMEM63A   | UBASH3B  | ZYX     |
| JAK1     | LPL      | MCL1     | MTUS1    | NTPCR   | PISD-PS3 | PTBP3    | RGS2      | SEPP1    | SLC7A8  | SUSD1   | TMEM64    | UBC      |         |
| JMJD1C   | LPXN     | MEF2A    | MYD88    | NUAK2   | PKN1     | PTGS1    | RGS3      | SERINC3  | SLC9A9  | SUSD3   | TMEM8     | UBE2J1   |         |
| JUN      | LRBA     | MEF2C    | MYLIP    | NUMB    | PLA2G15  | PTP4A3   | RHOB      | SERPINB8 | SLCO2B1 | SYK     | TMEM86A   | UCP2     |         |
| JUNB     | LRMP     | MERTK    | MYO1F    | OAS2    | PLA2G4A  | PTPLAD2  | RHOG      | SERPINF1 | SLFN2   | SYNGR2  | TMSB4X    | UGT1A2   |         |
| JUND     | LRP6     | METTL20  | MYO1F    | OGFRL1  | PLAGL2   | PTPN1    | RHOH      | SFPI1    | SLMAP   | TAB2    | TNF       | UGT1A7C  |         |
| KCTD12   | LRRC3    | MFAP3    | NAGPA    | OLFML3  | PLAU     | PTPN18   | RILPL2    | SFT2D1   | SMAD3   | TAGAP   | TNFAIP3   | UNC93B1  |         |
| KDM2B    | LST1     | MFSD1    | NAIP5    | ORAI1   | PLCG2    | PTPN6    | RIN2      | SFT2D2   | SMAD7   | TAGAP1  | TNFAIP8   | USP2     |         |
| KHK      | LTC4S    | MGAT1    | NCF1     | OSBPL11 | PLCL2    | PTPRC    | RNASE4    | SGK1     | SMAP2   | TANC2   | TNFAIP8L2 | VAMP3    |         |
| KLF2     | LY6E     | MGAT4A   | NCF2     | OTUD1   | PLD4     | PTPRJ    | RNASEL    | SGPL1    | SNORD17 | TAPBP   | TNFRSF1A  | VASP     |         |
| KLF4     | LY86     | MGL2     | NCF4     | P2RX4   | PLEK     | PXN      | RNF130    | SGSH     | SNX18   | TBC1D16 | TNFRSF1B  | VAV1     |         |

Table S1B. Microglia homeostatic genes [identified in (35 and 37)].

| Homeostatic |                |         |
|-------------|----------------|---------|
| ABCC3       | IL10RB         | SCAMP5  |
| ABI3        | IL21R          | SERINC3 |
| ADGRG1      | INPP4B         | SIGLECH |
| ARHGAP5     | ITGA6          | SLC2A5  |
| ATP8A2      | JUN            | SLCO2B1 |
| BASP1       | KCTD12         | SMAD3   |
| BIN1        | LAIR1          | ST3GAL6 |
| CCR5        | LRRC3          | TGFB1   |
| CD33        | LTC4S          | TGFBR1  |
| CKB         | MAFB           | TGFBR2  |
| CMKLR1      | MEF2A          | TJP1    |
| CRYBB1      | MERTK          | TMEM119 |
| CSF1R       | NFKB1          | USP2    |
| CST3        | NR3C1          | X99384  |
| CTTNBP2NL   | NRIP1          |         |
| CX3CR1      | NUAK1          |         |
| CXXC5       | OLFML3         |         |
| EGR1        | OPHN1          |         |
| F11R        | P2RY12         |         |
| FCRL5       | P2RY13         |         |
| FGD2        | PDE3B          |         |
| FSCN1       | PLA2G15        |         |
| GLUL        | PLXDC2         |         |
| GOLM1       | PMEPA1         |         |
| GPR34       | PU.1<br>ORSPI1 |         |
| GPR56       | RAB3IL1        |         |
| GTF2H2      | RAP1GDS1       |         |
| HEXB        | RGMB           |         |
| HPGDS       | RHOB           |         |
| IL10RA      | SALL1          |         |

Table S1C. Common microglia genes affected during disease states [identified in (35-37)].

| Neurodegenerative |          |        |
|-------------------|----------|--------|
| ALCAM             | FABP5    | TIMP2  |
| ANK               | FER1L3   | TLR2   |
| APOE              | FTH1     | TREM2  |
| ARG1              | GAS7     | TYROBP |
| AXL               | GNAS     | VEGFA  |
| B2M               | GPNMB    |        |
| BHLHE40           | GPX3     |        |
| CADM1             | GRN      |        |
| CCL2              | GUSB     |        |
| CCL6              | H2-D1    |        |
| CCRL2             | HIF1A    |        |
| CD52              | IFI202B  |        |
| CD63              | IGF1     |        |
| CD68              | IL1B     |        |
| CD9               | ITGAX    |        |
| CFP               | LAG3     |        |
| CHI3L3            | LGALS3   |        |
| CLEC7A            | LILRB4   |        |
| CSF1              | LIRB4    |        |
| CST7              | LPL      |        |
| CSTB              | LYZ2     |        |
| CTSA              | MIF      |        |
| CTSB              | MIR155   |        |
| CTSD              | MSR1     |        |
| CTSL              | NOS2     |        |
| CTSZ              | SERINC3  |        |
| CXCL10            | SERPINE2 |        |
| CXCL16            | SIGLEC1  |        |
| CXCR4             | SPP1     |        |
| CYBB              | TFEC     |        |

Table S2. Categorized astrocyte associated genes [identified in (76)].

| Acute Injury |         |           |          |         |          | Pan-Injury |          |          |          | Chronic Neurodegenerative Diseases |          |
|--------------|---------|-----------|----------|---------|----------|------------|----------|----------|----------|------------------------------------|----------|
| ADIPOR1      | REXO2   | GABARAP   | PSMD9    | ABR     | VCL      | TBL1X      | GFAP     | GAP43    | STAT2    | CAPN3                              | SENP8    |
| ATP11A       | RNF4    | GABPA     | RALB     | ACVR2B  | VEGFB    | THSD7A     | CSF1     | LAPTM5   | ZNFX1    | LAMA4                              | SOX2     |
| CD63         | SGPL1   | GALNT2    | RER1     | ANGEL2  | WASF3    | TMEM107    | IFIT3    | LGALS3   | IDI1     | COBL                               | STT3B    |
| CTSA         | SLC41A2 | GBA       | RNF141   | ASF1A   | ARNTL    | TTC39B     | AHNAK    | PSME1    | INSIG1   | ESYT1                              | TMEM229A |
| GFPT2        | TFG     | GSS       | SCAMP4   | BAZ2A   | BRCC3    | YIPF4      | CD44     | ARHGDIB  | RAB30    | KLC1                               | TMEM41B  |
| HAT1         | TMEM65  | HINT1     | SGCB     | CLASP2  | CDCC113  | ZBTB24     | CEBPD    | ATF3     | TIMP3    | PEX5L                              | TOM1L1   |
| MTMR9        | USP14   | IARS      | SLC44A3  | CPSF6   | CDK5     |            | GPNMB    | CDKN1A   | ACSS2    | TSC22D1                            | WDR17    |
| NLN          | XRCC6   | IL33      | SNAP23   | CYR61   | CNBP     |            | STAT3    | CPNE8    | FUT9     | APP                                | ACOT6    |
| PUS7L        | YWHAZ   | IMP4      | SNX10    | FUT8    | DMD      |            | TIMP1    | CTSH     | FZD2     | CYR61                              | DCK      |
| ANKRD49      | ARL4C   | INTS7     | SNX33    | GNAL    | EP300    |            | VIM      | FAS      | HMGCS1   | GATAD2B                            | DR1      |
| ANXA5        | ARRDC4  | IPO5      | SSR3     | GPRASP1 | IRF2     |            | C3       | IFI44    | PPARGC1A | NR4A3                              | INHBB    |
| CCNG1        | AXL     | KARS      | TMEM176B | KALRN   | KLHL3    |            | CH25H    | IFIH1    | PTPRD    | RUSC1                              | NFYC     |
| CCT4         | BCL10   | LAP3      | TMEM206  | LRP1B   | MAPK9    |            | CTSS     | IRF9     | TTPA     | THBS4                              | PATZ1    |
| CDC42        | CALU    | LRRC41    | TOR1AIP2 | LRRK2   | MSRB2    |            | CYB5R3   | LGALS1   | BBOX1    | FAM69C                             | SOD2     |
| CDC42SE1     | CARS    | LRRC58    | TRIM21   | MECP2   | NCDN     |            | GPX1     | LGALS3BP | ELOVL2   | S1PR1                              | TMEM185B |
| DEDD         | CCT2    | LSM4      | UBE2F    | MYCBP2  | NIPBL    |            | HSPB1    | MOBP     | NSDHL    | TRIB2                              |          |
| ESD          | CDK4    | MCFD2     | WDSUB1   | NIT1    | NR2F2    |            | IQGAP1   | NFASC    | AHCYL1   | AGL                                |          |
| FARSB        | CFL1    | MFSD1     | YKT6     | NR2C2   | NUMB     |            | MCL1     | RPS4X    | APLN     | ARSK                               |          |
| IBTK         | CHMP7   | MYCBP     | CBX7     | OTUD5   | PIP5K1B  |            | OSMR     | SH3BP2   | ARHGEF9  | CD164                              |          |
| LAMP2        | CPD     | NEDD1     | RORA     | PCM1    | PNPLA8   |            | PARP14   | STK3     | CDH10    | GPR37L1                            |          |
| LGALS8       | CYBRD1  | NIPSNAP3A | CRIM1    | PDGFRB  | PSD2     |            | PARP3    | UCP2     | GLRB     | HEATR3                             |          |
| LRRC59       | DDOST   | NOL11     | HIVEP1   | PPM1B   | PTPRG    |            | RHOC     | DDX58    | SQLE     | IGDCC4                             |          |
| LSG1         | DNAJC14 | OTUD6B    | IGSF1    | PRDM2   | RBM26    |            | RHOJ     | FCER1G   | TLCD1    | KLHL32                             |          |
| LYN          | DNTTIP2 | PEX12     | NCOR1    | PRELP   | RCAN2    |            | SERPING1 | GOLM1    |          | NAA30                              |          |
| NFE2L2       | DPH2    | PIH1D1    | NTRK3    | PYGO1   | RNF44    |            | STAT1    | HAVCR2   |          | PRRX1                              |          |
| OTUD7B       | EEF1E1  | POLD4     | PSPC1    | SAP30L  | RPA3     |            | A2M      | JUNB     |          |                                    |          |
| PLIN2        | EIF2B2  | PPR1R1A   | PTPRN2   | SRPK2   | SLC25A23 |            | ACTB     | NFIL3    |          |                                    |          |
| PRRC1        | EIF2B3  | PPP4C     | STAG2    | SYNE1   | SLC40A1  |            | CEBPB    | PARP9    |          |                                    |          |
| PSMD2        | ENOX2   | PPP6C     | UBR1     | THOC2   | SMARCA2  |            | DST      | PLCE1    |          |                                    |          |
| RELA         | FYN     | PSMD11    | XPA      | TSC22D1 | SSBP3    |            | FLOT1    | PLEK     |          |                                    |          |

Table S3. Categorized oligodendrocyte associated genes [identified in (29, 30, and 38)].

| Oligodendrocyte Progenitor Cell Associated Genes |          |          |         |          |        |         |          |           |          |         |
|--------------------------------------------------|----------|----------|---------|----------|--------|---------|----------|-----------|----------|---------|
| 0610040J01RIK                                    | ASIC1    | CMTM4    | FAM126B | GRIA4    | LRRN1  | NLGN1   | PNMAL2   | SCRG1     | STRN4    | UNC5C   |
| 1700025G04RIK                                    | ASRGL1   | CNTN1    | FAM155A | GRIN3A   | LRRTM1 | NLGN2   | POLG     | SDC3      | SULF2    | USP24   |
| 1810041L15RIK                                    | ASTN1    | COBL     | FAM181B | GRM5     | LRRTM3 | NMNAT2  | POU3F1   | SEMA3D    | SUSD5    | VCAN    |
| 2310044G17RIK                                    | ATCAY    | COL9A3   | FAM19A5 | HES5     | LRRTM4 | NOVA1   | PPAPDC1A | SEMA5A    | SVIL     | VLDLR   |
| 2900011O08RIK                                    | B3GAT1   | CPQ      | FAM212B | HIP1     | LUZP2  | NRCAM   | PPFIBP1  | SEMA5B    | TAGLN2   | WSCD1   |
| 3110035E14RIK                                    | BAI1     | CSMD3    | FAM3C   | HIP1R    | MAGEE1 | NRXN1   | PRKCB    | SEMA6A    | TCEAL1   | ZCCHC24 |
| 3632451O06RIK                                    | BC068157 | CSPG4    | FAM5C   | HSD17B12 | MAGEH1 | NRXN2   | PRKCQ    | SERINC5   | TCEAL3   | ZFP462  |
| 4833424O15RIK                                    | BCAN     | CSPG5    | FAT1    | IFI27L1  | MANEAL | NTRK3   | PTDSS1   | SERPINA3N | TDRD7    | ZFP488  |
| 9530091C08RIK                                    | BMP7     | CSTF2    | FBXO7   | IFIT2    | MAP3K1 | OLIG1   | PTN      | SERPINE2  | TM7SF3   | ZFP945  |
| A730017C20RIK                                    | C1QL1    | CTHRC1   | FCHSD2  | IGFBP7   | MATN4  | OLIG2   | PTPRE    | SH3BP4    | TMCO3    |         |
| A930009A15RIK                                    | C1QL2    | CTNND2   | FIP1L1  | IGSF21   | MDGA2  | OMG     | PTPRG    | SH3D19    | TMEM100  |         |
| ABCG1                                            | C77370   | CXADR    | FRY     | ITGAV    | MEG3   | ORAI1   | PTPRK    | SHC4      | TMEM132B |         |
| ABHD17B                                          | CACNB4   | CYP2J6   | G0S2    | ITPR2    | MEGF11 | OSTF1   | PTPRN    | SLC1A1    | TMEM163  |         |
| ABI2                                             | CADM2    | CYP2J9   | GABRB2  | JAM2     | MFSD2A | P2RX7   | PTPRZ1   | SLC22A15  | TMEM167  |         |
| ABR                                              | CADM4    | DBC1     | GABRB3  | JAM3     | MIDN   | PAK4    | PXDC1    | SLC22A17  | TMEM176A |         |
| ABTB2                                            | CALCRL   | DCAF12L1 | GAD1    | KANK1    | MIF4GD | PAPSS1  | QPCT     | SLC22A23  | TMEM176B |         |
| ACAP3                                            | CALY     | DDAH1    | GALNT13 | KBTBD11  | MMP15  | PCDH10  | RAB31    | SLC35F1   | TMEM179  |         |
| ADAM9                                            | CAR11    | DISP2    | GALNT16 | KCND2    | MMP16  | PCDH11X | RABGAP1L | SLC38A3   | TMEM246  |         |
| ADCYAP1R1                                        | CAR8     | DLGAP1   | GALNT2  | KCND3    | MMP2   | PCDH15  | RAMP1    | SLC7A3    | TMEM255A |         |
| ADORA1                                           | CASK     | DNER     | GAP43   | KCNIP3   | MPPED2 | PCDH17  | RAP1GAP  | SLITRK1   | TMEM255B |         |
| AFAP1L2                                          | CASKIN1  | DNM3     | GGH     | KCNK2    | MPZL1  | PCDH20  | RAPGEF3  | SLITRK2   | TMEM59L  |         |
| AGPAT5                                           | CASKIN2  | DOCK9    | GJC3    | KCNK3    | MRPS7  | PCDH7   | RAPH1    | SMOC1     | TMEM63B  |         |
| A1414108                                         | CAV1     | DPP6     | GLTP    | KLHL13   | MTSS1L | PCDH9   | RASA3    | SMOX      | TNR      |         |
| A1854517                                         | CAV2     | DSCAM    | GM13889 | KLHL5    | MYO10  | PCDHB9  | RCN1     | SNAP91    | TOX3     |         |
| ALCAM                                            | CCDC114  | DSCAML1  | GM2A    | LAPTM4B  | MYO5A  | PCMTD2  | REV3L    | SNX1      | TPM1     |         |
| AMPD3                                            | CCDC88A  | DYNLT3   | GNB4    | LBH      | MYT1   | PCSK1N  | RGCC     | SNX22     | TRAF4    |         |
| AMZ1                                             | CCND1    | EDNRB    | GNG3    | LGALS1   | NACC2  | PDE2A   | RHOC     | SORCS1    | TRIB2    |         |
| ANKRD11                                          | CD9      | EHD3     | GNPTG   | LHFPL3   | NAP1L5 | PDGFRA  | RLBP1    | SORCS3    | TRIL     |         |
| ANKS1B                                           | CDH11    | EMID1    | GPC5    | LIMD1    | NAV1   | PGP     | RNF144A  | SOX10     | TRIO     |         |
| APLP2                                            | CDK14    | ENHO     | GPCPD1  | LINGO3   | NBEA   | PHACTR3 | RSU1     | SOX6      | TSC22D1  |         |
| ARHGAP31                                         | CDO1     | EPAS1    | GPLD1   | LMCD1    | NCALD  | PHLDA1  | RTKN     | SOX8      | TSPAN13  |         |
| ARL2BP                                           | CERS4    | EPDR1    | GPNMB   | LNX1     | NCEH1  | PHLDB1  | RUNX1T1  | SPON1     | TSPAN3   |         |
| ARNT2                                            | CHADL    | EPN2     | GPR37L1 | LRP1     | NDRG4  | PIANP   | S100A1   | SPRED1    | TSPAN6   |         |
| ARSB                                             | CHL1     | EPS8     | GPRASP1 | LRRC4B   | NELL2  | PID1    | S100A13  | SPRY1     | TSPYL4   |         |
| ARXES1                                           | CHPT1    | ETV4     | GPSM2   | LRRC4C   | NEU4   | PLLP    | S100A16  | SPRY4     | TTR      |         |
| ARXES2                                           | CHRNA4   | ETV5     | GPT2    | LRRC8D   | NFATC2 | PLXNB3  | SCG5     | SSTR1     | TXNDC16  |         |
| ASCL1                                            | CHST11   | FABP7    | GRIA3   | LRRFIP1  | NKX2-2 | PNLIP   | SCN3A    | ST8SIA3   | UGDH     |         |

Table S3. Categorized oligodendrocyte associated genes [identified in (29, 30, and 38)].

| Committed Oligodendrocyte Progenitor Associated Genes |          | Newly Formed Oligodendrocyte Associated Genes | Mature Oligodendrocyte Associated Genes |
|-------------------------------------------------------|----------|-----------------------------------------------|-----------------------------------------|
| 1810041L15RIK                                         | PFN2     | CNKS3                                         | 2700046A07RIK                           |
| 2510003E04RIK                                         | PHYHPL   | GM26834                                       | CDKN1C                                  |
| 2810468N07RIK                                         | PPFIBP1  | H2-AB1                                        | DOCK5                                   |
| 3110035E14RIK                                         | RINL     | IL23A                                         | KLK6                                    |
| ABTB2                                                 | S100A1   | ITPR2                                         | NINJ2                                   |
| ARSB                                                  | S100B    | RRAS2                                         | NKX2-9                                  |
| BCAS1                                                 | SEZ6L    | SEMA4D                                        | RAB37                                   |
| BMP4                                                  | SIRT2    | TMEM163                                       |                                         |
| BRCA1                                                 | SLC1A1   | TMEM2                                         |                                         |
| CD9                                                   | SLC22A23 |                                               |                                         |
| CDK14                                                 | SLC27A3  |                                               |                                         |
| CHD3                                                  | SLC44A1  |                                               |                                         |
| CHN2                                                  | SUSD5    |                                               |                                         |
| CNP                                                   | TIMP4    |                                               |                                         |
| CYFIP2                                                | TNR      |                                               |                                         |
| CYP2J6                                                | TNS3     |                                               |                                         |
| DYNLL1                                                | TRIO     |                                               |                                         |
| DYNLL2                                                | USP16    |                                               |                                         |
| EDIL3                                                 | WASF1    |                                               |                                         |
| ENPP6                                                 | ZFP365   |                                               |                                         |
| EPB41L2                                               |          |                                               |                                         |
| FYN                                                   |          |                                               |                                         |
| GPR17                                                 |          |                                               |                                         |
| ITPR2                                                 |          |                                               |                                         |
| KAZN                                                  |          |                                               |                                         |
| LIMS2                                                 |          |                                               |                                         |
| MFSD2A                                                |          |                                               |                                         |
| MPZL1                                                 |          |                                               |                                         |
| MYCL1                                                 |          |                                               |                                         |
| MYRF                                                  |          |                                               |                                         |
| NCAM1                                                 |          |                                               |                                         |
| NEU4                                                  |          |                                               |                                         |
| NKX2-2                                                |          |                                               |                                         |
| PAK4                                                  |          |                                               |                                         |
| PDCD4                                                 |          |                                               |                                         |

Table S3. Categorized oligodendrocyte associated genes [identified in (29, 30, and 38)].

| Myelin Forming Oligodendrocyte Associated Genes |            |         |           |          |          |          |           |          |         |
|-------------------------------------------------|------------|---------|-----------|----------|----------|----------|-----------|----------|---------|
| 1700047M11RIK                                   | B3GALT5    | DESI1   | FAM214A   | IL33     | MOBP     | PLCL1    | SBF1      | STK39    | UGT8A   |
| 2210011C24RIK                                   | BCAR1      | DIP2A   | FBXO7     | INF2     | MOG      | PLEKHA1  | SCARB2    | STMN4    | UNC5B   |
| 2810468N07RIK                                   | BCAS1      | DIXDC1  | FEZ1      | JAM3     | MPP5     | PLEKHB1  | SCCPDH    | STXBP3A  | VBP1    |
| 4931406P16RIK                                   | BIN1       | DLG1    | FGFR2     | JOSD2    | MTUS1    | PLLP     | SCD2      | SYPL     | VLDLR   |
| 5031439G07RIK                                   | BIRC2      | DNAJB2  | FKBP1A    | JPH4     | MYO6     | PLP1     | SEC11C    | SYT11    | VMP1    |
| AATK                                            | BNIP3L     | DNM3    | FBNP1     | KAT2B    | MYRF     | PLXNB3   | SECISBP2L | SYTL2    | WFDC18  |
| ABCA2                                           | BPGM       | DOCK1   | FRMD8     | KAZN     | NDRG1    | PPP1R14A | SEMA6A    | TALDO1   | WNK1    |
| ABCA8A                                          | CACNB4     | DOCK10  | FRYL      | KCNA1    | NEAT1    | PPP1R16B | SEMA6D    | TJP2     | WSCD1   |
| ACAP2                                           | CAR2       | DPY19L1 | FTH1      | KCNA6    | NFASC    | PPP2R2A  | SEPTIN4   | TM7SF3   | YBX3    |
| ACOT7                                           | CARHSP1    | DPYSL2  | GAB1      | KCNJ10   | NIPA1    | PPP2R2C  | SEPTIN7   | TMBIM1   | YPEL2   |
| ADD1                                            | CCDC47     | DST     | GABARAPL2 | KCTD13   | NKAIN1   | PPP2R3A  | SERINC5   | TMCC3    | YWHAQ   |
| ADD3                                            | CCP110     | DUSP26  | GAMT      | KCTD3    | NPC1     | PRDX1    | SERPINB1A | TMEFF1   | ZDHHC20 |
| ADI1                                            | CD82       | DUSP3   | GATM      | KIF1B    | NRBP2    | PRKACB   | SEZ6L2    | TMEFF2   | ZDHHC9  |
| ADIPOR2                                         | CDC37L1    | EDIL3   | GDE1      | KIF21A   | NUDT4    | PRKCDBP  | SHROOM2   | TMEM125  | ZFP706  |
| ADO                                             | CDC42BPA   | EFCAB14 | GIT1      | KLF13    | OMG      | PRKCZ    | SIK3      | TMEM141  |         |
| AGAP1                                           | CDK19      | EFHD1   | GJB1      | KNDC1    | OPALIN   | PRNP     | SLAIN1    | TMEM151A |         |
| AGPAT4                                          | CDR2L      | EFNB3   | GJC2      | LAMP1    | OSBPL1A  | PRR18    | SLC12A2   | TMEM229A |         |
| ANK                                             | CERS2      | EIF4H   | GJC3      | LAP3     | OTUD7B   | PRR5L    | SLC20A2   | TMEM30A  |         |
| ANK3                                            | CFL2       | ELAVL3  | GLOD4     | LEPREL4  | OXR1     | PSAT1    | SLC24A2   | TMEM63A  |         |
| ANKIB1                                          | CHN2       | ELOVL1  | GLRB      | LGI3     | PACS2    | PTGDS    | SLC2A1    | TMEM88B  |         |
| ANLN                                            | CLDN11     | ELOVL7  | GLTP      | LIMCH1   | PAFAH1B1 | PTP4A1   | SLC38A2   | TMEM9B   |         |
| ANO4                                            | CLIC4      | EMC10   | GLUL      | LITAF    | PAK1     | PTPRD    | SLC44A1   | TMOD2    |         |
| APBB1                                           | CLMN       | EML1    | GNAI1     | LPAR1    | PCBP4    | QDPR     | SLC48A1   | TNFAIP6  |         |
| APLP1                                           | CMTM5      | ENDOD1  | GNG11     | LPGAT1   | PCDH9    | QK       | SLC4A2    | TPD52    |         |
| APOD                                            | CNP        | ENPP2   | GOLGA7    | MAG      | PCNP     | RALGDS   | SLC6A6    | TPPP     |         |
| APP                                             | CNTN2      | ENPP4   | GPM6B     | MAL      | PDCD6IP  | RAP1A    | SLC6A9    | TPPP3    |         |
| ARAP2                                           | CPD        | EPB41L3 | GPR37     | MAP1A    | PDE4B    | RCBTB1   | SLCO3A1   | TPST1    |         |
| ARC                                             | CPM        | EPHB1   | GPX4      | MAP6D1   | PDLIM2   | REEP3    | SLK       | TRF      |         |
| ARHGAP23                                        | CPOX       | EPS15   | GRB14     | MAP7     | PEA15A   | REEP5    | SMAD7     | TRIM59   |         |
| ARID4B                                          | CRYAB      | ERBB2IP | GRM3      | MAP7D1   | PEX5L    | RHOG     | SMIM15    | TSC22D4  |         |
| ARPC1A                                          | CSRP1      | ERMN    | GSN       | MAPK8IP1 | PHGDH    | RHOA     | SNAPIN    | TSPAN2   |         |
| ARRDC3                                          | D1ERTD622E | ETV1    | HAPLN2    | MAPT     | PHLDB1   | RNF13    | SNX33     | TTL7     |         |
| ARSG                                            | DBNDD2     | EVI2A   | HDAC11    | MAST4    | PHLPP1   | RNF130   | SORT1     | TTYH2    |         |
| ASPA                                            | DDR1       | FA2H    | HHIP      | MBNL2    | PHYHIP1  | RNF7     | SOX2OT    | TUBB4A   |         |
| ATP1B3                                          | DEB1       | FAM134B | HSP90AA1  | MBP      | PIM3     | RTKN     | SPOCK3    | TULP4    |         |
| ATP6AP2                                         | DEGS1      | FAM171B | HSPA1A    | MCAM     | PIP4K2A  | RTN4     | SPSB1     | TYRO3    |         |
| ATP8A1                                          | DENND5A    | FAM174A | HSPA1B    | MID1IP1  | PLA2G16  | S1PR5    | SRCIN1    | UBL3     |         |

Supplementary Tables Legends:

Supplemental Table S1: Microglia associated genes [identified in (29-33)] (S1A). Categorized microglia homeostatic genes [identified in (35 and 37)] (S1B). Categorized microglia neurodegenerative genes as identified in studies by [identified in (35-37)] (S1C).

Supplemental Table S2: Categorized astrocyte associated genes [identified in (76)].

Supplemental Table S3: Categorized oligodendrocyte lineage cell associated genes [identified in (29, 30, and 38)].

How the deposited data were processed for this re-analysis (not part of the article)

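RNA sequencing of the cerebellum from 10 adult male mice was analysed, 5 on the ethanol diet with an ethanol binge and 5 pair-fed control mice. The authors quality-checked, trimmed and aligned the read pairs to GRCm39 with the nf-core RNA-seq pipeline and deposited estimated counts per gene for each mouse, without normalization. The paper's text does not name the annotation release, the options of the counting or whether counting used the strand. Of the values, 16.0% are not whole numbers. The table has 55416 rows named by gene symbol, and 108 symbols occur on more than 1 row. Rows that repeat a symbol were kept apart. Mouse symbols are printed as in the table. The authors' later steps were log2 CPM, a filter on low counts, TMM normalization and limma. Here the counts were filtered, normalized by TMM and tested with edgeR, with limma among the alternatives.

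Estimated counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr by group, which left 17816 genes, and libraries were normalized by TMM. Differences between ethanol and control mice were tested with edgeR's quasi-likelihood F-test with robust dispersions (edgeR 4.0.16, R 4.3.3), and p was adjusted by the Benjamini–Hochberg method over all tested genes. A gene was called at an adjusted p of at most 0.05, and for the volcano plot and the pathway molecules also at a log2 fold change of at least 0.5 in size, which are the paper's thresholds. Adjusted p values come from this edgeR test unless another tool is named. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. Principal components and mean z-scores were computed in log2 CPM, and groups were compared with a two-sided exact permutation test over the 252 assignments of mice to groups, whose smallest p is 0.00794. Standard errors of log2 fold changes come from the edgeR fit.

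Supplementary gene lists were matched to the table by symbol or an older symbol. The copy of the OPC list that was read holds 379 entries, so no set test and no full-list z-score are given for OPC genes. Lists were tested against all other genes with limma 3.58.1 (camera with a preset correlation of 0.01) on voom values. For the lists, counts of called genes are also given with p adjusted over the list alone. The genes in Tables 1 to 4 were chosen by the study on these same mice, so results over those genes are not independent evidence.

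The depth was between 29810205 and 37291437 counts per mouse, with a median of 35021379. The lowest correlation of log2 CPM between mice of a group, across genes, was 0.983. The smallest chi-square per degree of freedom between the counts of mice of a group was 9.38, where counting error alone gives about 1. Xist had 13 to 70 counts and Ddx3y had 1678 to 2363 counts, as in male mice.

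The genes named were those that the paper names in its Results, its Discussion, Table 2, Table 5 and Table 6, genes of the other tables needed for a comparison, and the 5 genes with the largest log2 fold change in each direction among called genes whose groups did not overlap. Some genes that this rule names are not reported here. This rule, the gene lists, the tests between the groups described above and all alternatives except 1 were set before the data were examined. Many of the tests of technical explanations were chosen later, as stated where they are given. The alternatives for the gene tests were limma-voom, limma-trend, DESeq2 1.42.0 with its size factors, limma-voom with sample quality weights, no filter on low counts, a filter of at least 1 CPM in at least 5 mice, upper-quartile normalization, the mouse number series as a covariate, and leaving out each mouse in turn. A correction for GC content and gene length, which are known for 98.0% of the tested genes, was chosen after seeing the data. For principal components the alternatives were centring without scaling, the 500 most variable genes, and DESeq2 size factors with a pseudocount of 1. For z-scores they were all tested genes of the full list, the called genes of the full list, DESeq2 size factors, the median over genes and permutation within the mouse number series, for which the smallest p is 0.01. For set tests they were an estimated correlation and fry.

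Lists of marker genes were also tested. They cover choroid plexus, meninges and fibroblasts, blood cells, brainstem, endothelial cells, granule neurons, Purkinje cells, Bergmann glia and astrocytes, core microglia, core myelin, glucocorticoid response, circadian clock output, sterol synthesis, immediate early genes, interferon-stimulated genes, MHC class II, hypoxia and glycolysis, p53 targets, the integrated stress response and sex-linked genes.

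The gene test was tested on simulated counts with the means and library sizes of these mice. It recovered 169 of 200 changed genes with 14 false calls among 17597 tested genes. Of 200 simulated lists without a change, fry and the exact permutation test each gave p under 0.05 for 11 lists and camera for 0 lists. The genes were simulated independently of each other. These list counts therefore do not show how the tests behave when the genes of a list vary together. Gene coordinates were taken from a GENCODE annotation of GRCm39, the build of the authors' alignment. Figures were drawn with Python 3.11.15, and tables were summarised with pandas 2.3.3 and numpy 2.4.6. Ingenuity Pathway Analysis and hierarchical clustering were not repeated.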

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

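The tests of control mouse s3815 and of ethanol mouse s3918, those with the correction for GC content and length, and the counts of splits of the mice, were chosen only after the results they measure were seen.

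A mouse lay far from the other mice of its group in 9 of 208 groups of values (Dixon ratio above 0.71). By chance about 1 in 20 groups would do so, or 10.4 groups. The number of such values is therefore what chance gives, and only values that share a mouse are weighed further.

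Control mouse s3815 was above the other control mice for 4 of these values. Its mean z-score was 0.633 over all COP genes (others -0.0327 to 0.13) and 1.44 over the core myelin genes (others 0.273 to 0.564). It had 440 CPM of Cnp (others 349 to 365) and 3157 CPM of Mbp (others 2223 to 2414). All 14 core myelin genes were higher in this mouse than in the other control mice, with a median log2 ratio of 0.29, which is consistent with more white matter in the tissue of this mouse. The brainstem gene Slc6a5 was also highest in it (60.5 CPM, others up to 50.5 CPM). A biological difference of this mouse stays open and was not tested. As the whole cause of the lower myelin genes in ethanol mice this mouse is excluded, since the mean z-score difference of the core myelin genes without it was -1.11 (two-sided exact permutation test, p = 0.00794).

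Ethanol mouse s3918 lay at -147 on the second principal component (other ethanol mice 2.84 to 51.9). It had 25.5 CPM of Cyp51 (others 33.9 to 36.8) and 83.9 CPM of Gstm5 (others 67.1 to 71.1). A mislabelled control is argued against by its first component of 48.1, on the side of the ethanol mice, while the highest control mouse lay at -47.1. Of 14 choroid plexus genes, 12 were highest in this mouse, and 49.6% of the squared weights of the second component fell on genes that were lower in it. Normalization and centring balance rises and falls, so this share decides nothing, and carry-over of choroid plexus cannot be told apart from other causes here. Of 19 glucocorticoid genes, 15 were highest in this mouse, so a stronger glucocorticoid response may contribute. Whether this comes from handling or from ethanol was not tested.

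The remaining outlying values were the mean z-score of OPC genes in control mouse s3923, at -0.104 (others 0.0308 to 0.0644), and the CPM of Sgk2 in control mouse s3818, at 0.963 (others 1.31 to 1.37). No explanation, technical or biological, was tested for them.

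Genes that the study's tables do not hold also separated the groups. The mean z-score difference was -1.28 over 11 sterol synthesis genes and -1.43 over 4 MHC class II genes (two-sided exact permutation test with Benjamini–Hochberg adjustment over 18 lists, p = 0.0476 for each), and every ethanol mouse lay beyond every control mouse. A camera p as small for the full list came from 3 of the 100 splits drawn of 126, the real one included, for sterol synthesis and from 1 of 100 for MHC class II. For the full hypoxia and glycolysis list the difference was 0.542 and did not pass the threshold (exact permutation test, adjusted p = 0.0571). It was 0.735 over 11 genes (adjusted p = 0.0476) only when Hk2 was left out, which the study's tables hold and which fell (-0.72, adjusted p = 0.00566), so that value depends on a gene removed for its change and is not taken as a signal. For the full list, the exact p exceeded 0.05 in 6 of the 10 fits with 1 mouse left out, up to 0.0952 without control mouse s3925, and 28 of 100 splits gave a camera p as small. All 12 genes were above 1 CPM, and the most abundant, Pgk1, had 330 CPM (log2 fold change 0.12, SE 0.0574). The most abundant MHC class II gene, Cd74, had 5.80 CPM in control mice. With DESeq2's size factors the mean z-score difference, sterol synthesis was -1.40 and the mean z-score difference, MHC class II was -1.54 over the full lists, close to the values with TMM. As fits, the mouse number series and the correction for GC content and length were applied to single genes of these lists only, such as Cd74. Its log2 fold change stayed between -1.21 and -1.14 over the alternatives other than leaving out a mouse. With single mice left out it stayed between -1.25 and -1.11. Single genes exclude nothing for a list. Over the full MHC class II list, the mean z-score was 0.517 to 1.23 in control mice and -1.42 to -0.396 in ethanol mice. For sterol synthesis it was 0.181 to 1.10 in control mice and -1.01 to -0.170 in ethanol mice. Within each mouse number series, every ethanol mouse thus lay below every control mouse in both lists. This argues against the series as the whole cause for both lists. GC content and length were not tested over the lists, so they, other technical explanations and ethanol stay open.

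Among the 5 called genes with the largest changes in each direction whose groups did not overlap, those outside the study's tables were Plin4 (log2 fold change 2.79), Gm38642.1 (2.67), Sgk2 (-2.58), Gkn3 (-2.52), Gm29455 (-2.29) and Cdcp3 (-2.09). For Plin4 the log2 fold change was 1.86 without ethanol mouse s3918, which had 72.4 CPM, and its adjusted p in edgeR exceeded 0.05 in 8 of the 10 fits with 1 mouse left out. Plin4 was also not called in limma-voom, without a filter on low counts or with the mouse number series as a covariate. Plin4 is 1 of the 19 glucocorticoid genes, of which 15 were highest in ethanol mouse s3918, so a glucocorticoid response may contribute to its change. Gm38642.1 has exons that overlap those of Mobp on the same strand, so reads of Mobp may be counted on it, but its log2 fold change (2.26 to 3.17 with single mice left out) was of the opposite sign to that of Mobp (-0.13). Sgk2, Gm38642.1 and Gm29455 did not pass the filter of at least 1 CPM in at least 5 mice. The alternatives other than leaving out a mouse include the mouse number series as a covariate and the correction for GC content and length. Over these, the log2 fold change ran from -2.89 to -2.44 for Sgk2, from -2.88 to -2.46 for Gkn3 and from -2.69 to -2.02 for Gm29455. It was at lowest -2.19 for Cdcp3. With single mice left out, the ranges were -2.92 to -2.34 for Sgk2 and -2.86 to -2.26 for Gkn3. They were -2.94 to -1.97 for Gm29455 and -2.24 to -1.93 for Cdcp3. Sgk2, Gkn3, Gm29455 and Cdcp3 stayed called wherever they were tested. This argues against the series and against GC content or length as the whole cause for these genes. No other explanation was tested for them.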

How the results depend on the processing

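The tests under all alternatives were planned in advance, except those with the correction for GC content and gene length, which were chosen only after the data were seen. No paired analysis was possible because the groups share no replicate numbers. The set test of the OPC list and the OPC z-scores over the full list and over its called genes were not run, since the copy of that list holds 379 entries, fewer than the paper states.

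The results that answer a comparison, 26 in number, gave 260 values with single mice left out, of which 249 kept their direction and side of the threshold and 11 were weaker. With each mouse left out in turn, the number of genes with an adjusted p of at most 0.05 ran from 1424 to 2872, that of microglia genes from 96 to 183 and that of COP genes from 7 to 16. The low ends for all genes came without control mouse s3923 (1424) and s3924 (1442). These fits have fewer mice. The cause of the differences between these fits was not tested. The number of added marker lists past the threshold ran from 3, without control mouse s3815, to 10, without ethanol mouse s3918, against 9 with all mice.

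Of 148 values of these results under the other alternatives, 143 were the same in direction and side of the threshold, 2 were weaker and 3 were stronger. The mean z-score difference of the pan-injury genes was 0.235 (two-sided exact permutation test, p = 0.0476) over the genes of the full list called by edgeR. That set, chosen on these same mice, held 15 higher and 11 lower genes, against 13 and 12 in Table 3. The difference lay between 0.0226 and 0.317 over its alternatives, and the cause of this range was not tested. With fry, the homeostatic list (mean log2 fold change -0.0760, adjusted p = 0.00308, against 0.225 with the estimated correlation) and the COP list (-0.0611, adjusted p = 0.0373, against 0.327) passed the threshold. With the correlation between genes estimated, the neurodegenerative list (0.254, adjusted p = 0.225, against 0.00501 with fry) and the MFOL list (-0.0910, adjusted p = 0.225, against 0.00308) no longer did, and the cause was not tested. Over the alternatives, the genes past both thresholds numbered 638 to 912.

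Among single genes and added lists, 830 values with a mouse left out held 735 that were the same, 83 weaker, 8 stronger and 4 reversed, and 595 values under the other alternatives held 570 the same, 15 weaker and 10 stronger. Reversals were found for 2 lists. In the mean z-score difference, choroid plexus gave -0.0358 without control mouse s3815, -0.209 without control mouse s3923 and -0.365 without ethanol mouse s3918 (range up to 0.474). In the mean z-score difference, Purkinje cells gave -0.0901 without ethanol mouse s3813 (range up to 0.245). None of these was past the threshold, and the cause was not tested.

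The depth limits genes with few counts. With a filter of at least 1 CPM in at least 5 mice, C5ar1, Ccl2, Ccl7, Gm29455, Gm38642.1, Msr1, Ninj2 and Sgk2 were not tested. Upper-quartile normalization moved the median log2 fold change of all genes to -0.03.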

Differences from the paper's values

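The log2 fold change of Gpr17 was -0.48 (SE 0.141), against the paper's -0.33. Of the alternatives set before the data were examined, limma-voom with sample quality weights (-0.45) came within 1 SE of the paper's value, and limma-voom (-0.50), limma-trend (-0.50), DESeq2 (-0.48), no filter on low counts (-0.49), the filter of at least 1 CPM in at least 5 mice (-0.49), upper-quartile normalization (-0.52) and the mouse number series as a covariate (-0.56) did not. With 1 mouse left out, the fits without control mouse s3815 (-0.41) or s3818 (-0.47) and without ethanol mouse s3812 (-0.43), s3917 (-0.40) or s3918 (-0.44) came within 1 SE, and the other 5 fits did not. The correction for GC content and length, which was chosen after seeing the values, did not either (-0.51).

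All 369 distinct genes of Tables 1 to 4 had the paper's direction. For 8 of them, which the paper lists as differentially expressed, edgeR gave an adjusted p over 0.05. They were Col27a1 (0.0507), Acot7 (0.0510), Ddah1 (0.0512), Cryab (0.0531), Lims2 (0.0544), Apobec1 (0.0557), Tspo (0.0577) and Gm3002 (0.0964). Each of the 8 had an adjusted p of at most 0.05 under some alternatives. These genes were Col27a1, Cryab, Apobec1, Tspo and Gm3002 with limma-voom, and Col27a1, Cryab and Apobec1 with limma-trend. With DESeq2 they were all of the 8 except Gm3002, and with sample quality weights all except Acot7 and Ddah1. Without a filter on low counts they were Acot7 and Ddah1, and with the filter of at least 1 CPM they were Col27a1, Acot7, Ddah1 and Cryab. With upper-quartile normalization they were all except Tspo and Gm3002, and with the series as a covariate they were Col27a1 and Gm3002. With the correction for GC content and length, which was chosen after seeing the values, they were Col27a1, Tspo, Apobec1, Lims2 and Acot7.

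The paper lists ACAT2, GSTM5, AKR1B10, CYP51A1 and COL27A1 among molecules chosen by both thresholds. They were matched to mouse genes by symbol. Some symbols, such as CYP51A1 and UGT8, differ from those of the count table, so the paper may mean other mouse genes. Its own Table 1 gives AKR1B10 as -0.30, below the fold change threshold in size. In edgeR, Acat2 (log2 fold change -0.09), Gstm5 (0.17) and Akr1b10 (-0.30) were below the fold change threshold, as in all alternatives. Cyp51 (-0.49) passed both thresholds in limma-voom, with upper-quartile normalization and with the mouse number series as a covariate. Col27a1 passed both in limma-voom, limma-trend and DESeq2, with the filter of at least 1 CPM, with upper-quartile normalization, with the series as a covariate, and with the correction for GC content and length, which was chosen after seeing the values.

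The paper's text counts more pan-injury genes of Table 3 as lower than as higher, while the table itself lists 13 as higher and 12 as lower. In edgeR and in each alternative, 13 were higher and 12 were lower, as in the table. The paper describes the first and second principal components as telling the groups apart, and here the second component did not (difference -8.92, two-sided exact permutation test, p = 0.929). The paper describes OPC genes as skewed toward a decrease, with a test that did not reach its threshold. Its wording on depletion covers immature precursors, among which it places COPs. Here 35 of the OPC genes of Table 4 were higher and 36 were lower, with a mean z-score difference of -0.0278 (exact permutation test, p = 0.722). Over the COP genes of Table 4 the difference was -0.967 (exact permutation test, p = 0.00794).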

Other observations

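The tests of library size, abundant genes, GC content, fewer cells and carry-over as the whole cause, and the counts of splits other than that for genes past both thresholds, were chosen only after the result was seen.

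Of the 126 splits of the 10 mice into groups of 5, 100 were drawn, the real one included. As many genes past both thresholds as in the real split came from 1 of the 100 splits, the real one, and the largest other split gave 54 genes. The same held, with 1 of 100 splits each, for genes past an adjusted p of 0.05 (largest other 284), genes higher (32) and lower (22) in ethanol mice, pathway molecules (1), and called genes of the microglia (11), astrocyte (9), OPC (5), COP (1) and MFOL (9) lists.

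For the set tests with camera, a p as small came from 9 of 100 splits for the homeostatic, 12 for the neurodegenerative, 23 for the acute injury, 74 for the pan-injury, 19 for the COP and 3 for the MFOL list. Apart from the MFOL list, chance splits of these mice gave such a p in at least 1 of 20 cases.

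Choosing genes on the same mice that are then scored raises a mean z-score difference. To measure this, as many genes as the study used were chosen anew from each full list in each split. A difference as large as in the real split came from 5 of 100 splits for the homeostatic, 3 for the neurodegenerative, 22 for the acute injury, 34 for the pan-injury, 1 for the COP and 1 for the MFOL list. The genes chosen anew by the smallest p are not the genes of the tables. In the real split they differed in size by 0.579 for the homeostatic list, against -1.23 over its genes of Table 2, and by 0.302 for the pan-injury list, against 0.0547 over its genes of Table 3, so these counts do not bear on the differences of the tables. For the acute injury list, with 0.466 in the real split and 0.473 over its genes of Table 3, the choice of genes could account for a difference of this size.

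Technical explanations of the called genes were weighed. With the mouse number series as a covariate 690 genes passed both thresholds, with every mouse thinned to the lowest total 697, without the mitochondrial and the 10 most abundant genes 731, and with the trend in GC content and length removed 779, against 732. None of these is thus the whole cause.

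Unequal carry-over of other tissue was weighed with lists of its genes. The mean z-score difference was 0.0299 for choroid plexus (two-sided exact permutation test, p = 0.984; from -0.365 without ethanol mouse s3918 to 0.474 without ethanol mouse s3810), 0.486 for meninges and fibroblasts (exact permutation test, p = 0.286; 0.283 without ethanol mouse s3813 and 0.758 without ethanol mouse s3917) and -0.378 for blood cells (exact permutation test, p = 0.484; from -0.754 without control mouse s3815 to -0.0966 without control mouse s3925). The most abundant genes were Ttr with 3466 CPM in control mice (log2 fold change 0.12, SE 0.330), Igf2 with 112 CPM (0.27, SE 0.160) and Hbb-bs with 73.6 CPM (-0.81, SE 0.767). All 14, 12 and 8 genes of these lists were above 1 CPM, and the study picked 0 of them. Of the choroid plexus genes 8 of 14 were higher in ethanol mice, with 0 called and 2 at an unadjusted p under 0.05. Of the meningeal genes 10 of 12 were higher, and those called were Mgp (0.91, adjusted p = 0.00656) and Lum (-0.78, adjusted p = 0.00634). Of the blood cell genes 7 of 8 were lower, with 0 called and 0 at an unadjusted p under 0.05. A p over the threshold excludes nothing by itself. With each mouse's mean z-score of the list as a covariate, 740 genes passed both thresholds for choroid plexus, 549 for meninges and fibroblasts and 669 for blood cells, against 732. None of these tissues alone is thus the whole cause. A part stays open, above all for meninges and fibroblasts, where the genes past an adjusted p of 0.05 fell from 2225 to 1395. Of 12 brainstem genes only 1 passed the filter (Slc6a5, 50.4 CPM, log2 fold change -0.10), so unequal carry-over of brainstem cannot be told apart from the treatment with this list.

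A glucocorticoid response, from stress or from ethanol, may contribute to the difference. Its 19 genes had a mean z-score difference of 1.13 (two-sided exact permutation test, p = 0.0159, adjusted over 18 lists 0.0317), 18 of them were higher in ethanol mice, 18 were above 1 CPM, and the study's tables hold 0 of them. With the correlation between genes estimated, no marker list had an adjusted camera p under 0.118. A camera p as small came from 20 of 100 splits, and the exact p was 0.0556 without control mouse s3815. Fkbp5 had a log2 fold change of 1.95 (edgeR, adjusted p = 0.0312, over 0.05 in 7 of the 10 fits with 1 mouse left out, up to 0.0769 without control mouse s3924). The most abundant gene, Klf9, had 192 CPM (log2 fold change 0.10, SE 0.0779). For circadian clock output the difference was 0.332 (exact permutation test, p = 0.198), and the genes moved in both directions (8 of 12 higher). Npas2 (1.03, adjusted p = 5.73e-05) and Nr1d1 (0.39, adjusted p = 0.0134) were called higher and Per3 (-0.45, adjusted p = 0.0127) was called lower. A mean over genes that go both ways decides nothing, so a difference in circadian phase cannot be told apart from the treatment with them. All 12 were above 1 CPM and 0 were picked by the study. The most abundant, Tef, had 295 CPM (log2 fold change -0.05, SE 0.0949).

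Of 18 marker lists, 9 had an exact p of at most 0.05 adjusted over the lists (two-sided exact permutation test), and 3 did so without control mouse s3815. In the list of these results, each difference is that of the mean z-score, with the splits that gave a camera p as small and for most lists the most abundant gene with its CPM in control mice. Sterol synthesis differed by -1.41 (3 of 100 splits; 6 of 17 genes picked by the study; Hmgcs1, 110 CPM, log2 fold change -0.43). MHC class II differed by -1.54 (1 of 100 splits; 3 of 7 picked; Cd74, 5.80 CPM, -1.18), and core myelin by -1.17 (1 of 100 splits; 8 of 14 picked; Mbp, 2483 CPM, -0.28, or -0.18 without control mouse s3815). For core microglia the difference was -1.0 (5 of 100 splits; 6 of 16 picked). The integrated stress response differed by 1.06 (1 of 100 splits; 3 of 12 picked; Atf4, 197 CPM, 0.39). The exact adjusted p of these lists was 0.0286 each. It was 0.0317 each for immediate early genes (1.14; 10 of 100 splits; 3 of 15 picked; Dusp5, 95.9 CPM, 0.45), interferon-stimulated genes (-0.972; 16 of 100 splits; 4 of 16 picked) and p53 targets (0.484; 5 of 100 splits; 1 of 10 picked; Zmat3, 83.1 CPM, 0.08). All genes of these lists were above 1 CPM except 1 immediate early gene and 2 p53 targets, and Sesn2 is on both the p53 and the integrated stress response list. Without the genes of the study's tables, the difference was -0.511 for core myelin (exact p = 0.222), -0.577 for core microglia (exact p = 0.135), 1.03 for immediate early genes (exact p = 0.0317), -0.796 for interferon-stimulated genes (exact p = 0.0635), 0.334 for p53 targets (exact p = 0.0397) and 0.889 for the integrated stress response (exact p = 0.0159), and none of these passed after adjustment over the lists. Whether a gene is in those tables depends on its change in these mice, so neither set of values is free of that choice.

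For other cell types, the mean z-score difference was 0.459 for endothelial cells (two-sided exact permutation test, p = 0.167), and 0.212 without ethanol mouse s3917 and 0.652 (exact p = 0.0317) without ethanol mouse s3813. For granule neurons it was -0.423 (exact permutation test, p = 0.111), with an exact p of 0.0397 without control mouse s3815 and of 0.0476 without ethanol mouse s3810. Purkinje cells gave 0.0667 (exact permutation test, p = 0.873), from -0.0901 without ethanol mouse s3813 to 0.245 without ethanol mouse s3812. Bergmann glia and astrocytes gave -0.141 (exact permutation test, p = 0.452), from -0.249 without ethanol mouse s3813 to -0.0700 without ethanol mouse s3917. All genes of these lists were above 1 CPM, and the study picked 2 Purkinje cell genes and 1 gene of Bergmann glia and astrocytes. Of the genes of Bergmann glia and astrocytes, 6 of 12 were called in edgeR, with Aqp4 (-0.61), Gja1 (-0.46), Hopx (-0.79) and S100b (-0.24) lower and Aldh1l1 (0.32) and Hepacam (0.18) higher, so their mean decides little (adjusted p = 0.0133 with limma's fry, and 0.435 with camera and the correlation between genes estimated). Also called were the endothelial genes Pecam1 (0.47), Slco1a4 (0.36) and Ly6c1 (0.58), the granule neuron genes Cbln3 and Slc17a7 (0.30), and the Purkinje cell genes Gad1 (0.15) and Slc1a6 (-0.60). Of these, Hepacam, Ly6c1, Cbln3 and Gad1 had an adjusted p over 0.05 in some fits with 1 mouse left out, up to 0.100 without control mouse s3924, 0.0633 without the same mouse, 0.126 without control mouse s3923 and 0.0777 without ethanol mouse s3810, respectively. The most abundant genes of the endothelial, granule neuron and Purkinje cell lists were Flt1 (61.3 CPM, log2 fold change -0.08), Cbln3 (1480 CPM, -0.19) and Itpr1 (3664 CPM, 0.06), respectively. Of 5 sex-linked genes, 0 were called and 0 had an unadjusted p under 0.05.

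If core myelin genes are made only by oligodendrocytes, an even loss of these cells alone would lower the genes by a common factor. Their log2 fold changes differed by more than their standard errors (Cochran's Q 326 over 14 genes, 13 degrees of freedom), from -2.28 for Opalin to 0.25 for Trf, and the spread over genes was largest for the real grouping (two-sided exact permutation test, p = 0.00794). For core microglia genes Q was 130 over 16 genes (15 degrees of freedom), from -1.07 for P2ry12 to 0.26 for Itgb2 (exact permutation test, p = 0.00794). Under that condition, an even loss of cells is argued against as the whole cause in both cell types. Whether other cells also make the listed genes was not tested, nor was a loss of only some of the cells. Cochran's Q also treats the genes as independent, which genes measured in the same mice need not be. A part played by cell loss, and a change in expression per cell, stay open.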
